# Comparative transcriptomic analysis of articular cartilage of post-traumatic osteoarthritis models

**DOI:** 10.1242/dmm.050583

**Published:** 2024-10-21

**Authors:** Sophie J. Gilbert, Jamie Soul, Yao Hao, Hua Lin, Katarzyna A. Piróg, Jonathan Coxhead, Krutik Patel, Matt J. Barter, David A. Young, Emma J. Blain

**Keywords:** PTOA, ACL rupture, DMM, microRNA, Cartilage

## Abstract

Animal models of post-traumatic osteoarthritis (PTOA) recapitulate the pathological changes observed in human PTOA. Here, skeletally mature C57Bl6 mice were subjected to either rapid-onset non-surgical mechanical rupture of the anterior cruciate ligament (ACL) or to surgical destabilisation of the medial meniscus (DMM). Transcriptome profiling of micro-dissected cartilage at day 7 or day 42 following ACL or DMM procedure, respectively, showed that the two models were comparable and highly correlative. Gene ontology (GO) enrichment analysis identified similarly enriched pathways that were overrepresented by anabolic terms. To address the transcriptome changes more completely in the ACL model, we also performed small RNA sequencing, describing the first microRNA profile of this model. miR-199-5p was amongst the most abundant, yet differentially expressed, microRNAs, and its inhibition in primary human chondrocytes led to a transcriptome response that was comparable to that observed in both human ‘OA damaged vs intact cartilage’ and murine DMM cartilage datasets. We also experimentally verified *CELSR1*, *GIT1*, *ECE1* and *SOS2* as novel miR-199-5p targets. Together, these data support the use of the ACL rupture model as a non-invasive companion to the DMM model.

## INTRODUCTION

Post-traumatic osteoarthritis (PTOA), commonly referred to as secondary osteoarthritis (OA), arises following a known mechanical insult or traumatic injury and accounts for 12% of all patients presenting with OA (Brown et al., 2006). Traumatic destabilizing injury to the knee joint in young adults significantly increases the risk of developing OA in middle age (Gelber et al., 2000; Muthuri et al., 2011; Snoeker et al., 2020), particularly following a meniscal tear, intra-articular fracture and after cruciate ligament injury. Of patients with a diagnosed anterior cruciate ligament (ACL) or meniscus tear, ∼50% will develop pain and functional impairment of the joint 10–20 years post injury (Lohmander et al., 2007; Neuman et al., 2008). Epidemiological studies estimate an incidence of 77 in 10,000 patients reporting an acute knee trauma (Peat et al., 2014) and eight in 10,000 with ACL tears per annum (Sanders et al., 2016). These numbers will probably continue to increase due to a more active demographic, and is further compounded by the current lack of diagnosis following a traumatic injury and/or prognostic biomarkers to reliably predict whether OA will subsequently develop (Garriga et al., 2021). Therefore, understanding the aetiology of PTOA is imperative to define the early initiating events and identify effective diagnostics for subsequent treatment.

Several mechanically induced OA animal models have been established to recapitulate the pathological changes observed in human PTOA after an injury. The animal is subjected to a defined traumatic injury and temporal disease progression monitored to characterise the molecular, structural and functional outcomes. Traumatic injury to destabilise the joint is achieved following surgical transection or by application of a non-invasive mechanical load (comprehensively reviewed by Blaker et al., 2017; Christiansen et al., 2015; Narez et al., 2020). The most commonly used PTOA models include destabilisation of the medial meniscus (DMM) (Glasson et al., 2007) and non-surgical mechanically induced rupture of the ACL (Christiansen et al., 2015; Gilbert et al., 2018). Importantly, both models induce early inflammation, cartilage matrix loss resulting in fibrillation and destruction, synovitis, subchondral bone remodelling and formation of osteophytes (Burleigh et al., 2012; Gilbert et al., 2018; Lieberthal et al., 2015), all of which are clinical features that are also observed in human PTOA pathogenesis (Watt et al., 2016).

MicroRNAs (miRNAs) are small non-coding RNAs that regulate gene expression (Bartel, 2009). By using the DMM model, studies have previously characterised candidate miRNAs that are regulated during the early phases of OA pathogenesis (Kung et al., 2018, 2017b). Interestingly, transcriptomic analysis did not show an association between miRNA regulation and OA in the synovium (Kung et al., 2017b), subchondral bone (Kung et al., 2018) or serum (Kung et al., 2017a). However, in the articular cartilage, a subset of miRNAs is significantly regulated (Kung et al., 2018), and functional enrichment and data annotation analyses revealed responses to mechanical stimulation, apoptotic processes, and ECM structural and regulatory factors that are potentially involved in OA pathogenesis (Kung et al., 2018). miRNA analyses have also been reported in rat surgical ACL transection models with miR-27b (Zhang et al., 2020), miR-122 and miR-451 significantly elevated in the cartilage following joint destabilisation (Scott et al., 2021). To date, there have been no publications characterising the miRNA profile in cartilage harvested from the non-surgical load induced ACL rupture model, and only one mRNA transcriptome study has been published (Chang et al., 2017). Differential gene regulation has been observed for 1446 genes − including long non-coding RNAs (lncRNAs) − and, interestingly − compared to the mRNA profile of the DMM model − the greatest overlap observed was between ACL rupture at 1 week post injury and 4 weeks after DMM (Chang et al., 2017).

Therefore, in this study, we aimed to characterise the expression profiles of mRNA and miRNAs following mechanically induced ACL rupture to identify miRNAs as well as their downstream mRNA targets that are regulated during the early phase of PTOA disease progression. We also compared the miRNA gene signatures post ACL rupture with that in response to DMM and, of all miRNAs identified, found miR-199a-5p to be similarly differentially upregulated. Moreover, inhibition of miR-199a-5p in primary human chondrocytes revealed a role for this miRNA in extracellular matrix organisation.

## RESULTS

### Differential gene expression in response to abnormal mechanical loading of the joint

Previously, we have reported a reliable and reproducible non-invasive loading model of joint injury with a defined point of injury, i.e. ACL rupture following mechanical insult (Gilbert et al., 2018). This model develops with early joint swelling accompanied by an acute inflammatory response, followed by joint degeneration and is histologically observable as early as 7 days post ACL rupture. 

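Cartilage RNA of the ACL model was sequenced in 18 libraries. Of these, 6 came from naïve mice, and 3 each came from the injured and the contralateral knees at day 1 and at day 7 after rupture. The labels place the naïve libraries at day 7, and none at day 1. Comparisons of day 1 knees with naïve mice may therefore differ in the day of harvest as well as in injury. Per the labels, the right knee was the injured one and the left knee was the contralateral control. Each library was a pool of knees. Fig. S1 gives 2 mice per sample at day 1, 4 at day 7 and 6 naïve mice in all, with 2 knees in each naïve library and left and right knees pooled apart. By that figure the 6 naïve libraries share mice, and the labels do not say which ones do, so all were treated as independent and n = 6 counts libraries and not mice. In contrast, the text deposited with the series gives 4 mice for every sample. That text also names the medial caps, where the paper and the entries for the single samples name the femoral condyle. The authors trimmed the reads, pseudo-aligned them to the mouse transcriptome with Kallisto and deposited its estimated counts per transcript without normalization. These need not be whole numbers, because a read that fits several transcripts is shared between them. Each library listed the same 137436 transcripts, of which 135107 (98.3%) were matched to a gene of the GENCODE annotation of GRCm38. Their estimated counts were summed over 49184 genes and rounded. The total of estimated counts per library ranged from 16074762 to 41794005, with a median of 25465706. The median was 25084935 in naïve mice, 27495721 in injured and 25344942 in contralateral knees at day 1, and 25586471 in injured and 21200210 in contralateral knees at day 7. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, and a gene was called differentially expressed at an FDR of at most 0.05 with at least a 1.5-fold change, which are the paper's thresholds. Comparisons that do not use the day 7 contralateral group were fitted on the other 15 libraries. In simulated counts in which 200 genes differed 3-fold between day 7 injured and naïve libraries, the test called 187 of the 200, together with 7 genes that had not been changed.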

To further characterise this model and define early gene expression changes, we performed an unbiased transcriptomics time course early after abnormal mechanical loading and ACL rupture on isolated cartilage from the femoral condyle. 

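Principal component analysis was run on the variance-stabilized counts (DESeq2) of 21262 genes in all 18 libraries. The first component held 32.3% of the variance and the second 19.8%. On the first component, the day 7 injured libraries lay between 52.6 and 67.7, with a mean of 60.5 ± 7.59 (SD, n = 3), and the other 15 libraries lay between −25.8 and −1.81. The means of those groups were −12.3 ± 6.19 (SD, n = 6) in naïve mice, −9.54 ± 0.878 (SD, n = 3) in injured and −18.9 ± 10.6 (SD, n = 3) in contralateral knees at day 1, and −7.40 ± 5.43 (SD, n = 3) in contralateral knees at day 7. No other choice of 3 libraries among the 816 possible gave as large a difference on this component (2-sided exact permutation test, p = 0.00123, the smallest p that 3 libraries against 15 allow). The 500 genes of highest variance moved the share of the first component most, to 42.7%. The second component separated 1 day 7 contralateral library, replicate 13, at −85.5, from the other 17, which lay between −7.20 and 16.0. In that library, the 10 most abundant genes took 42.5% of the counts, against 16.6% to 29.8% in the others, and without it the second component held 12.5%.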

Joint injury samples at day 7 post injury were distinguishable from day 1 post-injury samples as well as from naïve control and contralateral control samples (Fig. 1A). 

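In the comparison of day 1 injured knees with naïve mice, none of the 21129 genes tested was called, and the lowest FDR was 0.165. At an unadjusted p of 0.05, 958 genes passed, where 1056 would by chance. Day 7 injured knees gave 2207 genes higher and 1291 lower than naïve mice, and 8679 genes passed at an unadjusted p of 0.05. All 3 day 7 injured libraries lay above all 6 naïve libraries for 2077 of the 2207 higher genes, and below them for 923 of the 1291 lower genes. For an unchanged gene, 1.19% of the splits into 3 and 6 libraries place the groups apart in a given direction. These counts cannot be judged against that rate, because the genes were called on the same libraries. Both counts moved most with the thresholds: an FDR limit alone gave 3960 higher and 2331 lower genes, and an FDR of at most 0.01 left 472 lower genes. Without day 7 injured replicate 18 there were 797 lower genes. The Wald test of DESeq2 on the same counts called 15 genes at day 1. Among the called genes with separate groups, C1qtnf3 (ENSMUSG00000058914, chromosome 15, 10952332 to 10980150 on GRCm38) had the largest change of those detected in naïve libraries. Its expression was 8.79 ± 2.94 CPM, the counts scaled to an equal library size (SD, n = 6), in naïve mice and 717 ± 152 (SD, n = 3) at day 7, a log2 fold change of 6.37 (standard error 0.262, FDR 9.19e-10). Lrrc15 rose by a log2 fold change of 5.16 (standard error 0.312, FDR 1.90e-08). No naïve library had more than 3 counts of Gm47893, Slc5a7 or Gzme, so that their folds are lower bounds: at least 12.3-fold higher for Gm47893, 8.18-fold for Slc5a7 and 7.01-fold for Gzme. The call of Gm47893 was lost without day 7 injured replicate 16 or 17. Of the 5 genes that fell furthest, 4 were at or under 3 counts in every day 7 injured library. They were at least 3.64-fold (Gm45647), 2.73-fold (Gm9194), 2.17-fold (Gm48552) and 2.07-fold (AC137585.3) lower. In naïve replicate 8, Gm48552 had 0.985 CPM (15 counts), where the other naïve libraries had 0.393 or less, and its call was lost in the fits without naïve replicate 7, 8 or 12 or without any one of the day 7 injured replicates. Gm9194 had 0.933 CPM (27 counts) in naïve replicate 9 and 0.421 or less in the others. Gm45647 was no longer called without day 7 injured replicate 16. The other gene, Gm28437, had a log2 fold change of −3.35 (standard error 0.994, FDR 0.0196) and was not called without day 7 injured replicate 17 or 18. Of the genes labelled in Fig. 1B as lower, Cytl1 changed by −2.31 (standard error 0.401, FDR 4.92e-04) and Lamc3 by −1.33 (standard error 0.208, FDR 1.92e-04) on the log2 scale.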

We did not identify any gene as being significantly differentially expressed at day 1 post injury (versus naïve) but 2221 and 774 genes were significantly [≥1.5-fold, false discovery rate (FDR)≤0.05] up- and downregulated, respectively, at day 7 post injury (Fig. 1B, Table S3). 

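The paper's Table S4 names the genes behind each enriched term, and these were looked up among the genes tested here. Of the lists for the upregulated genes that could be read in full, 4 are given here. Day 7 injured knees were compared with naïve mice. All 44 genes of 'collagen fibril organization' were called higher, with a mean log2 fold change of 1.87 (standard error of the mean over genes 0.115). Of 'chondrocyte differentiation', 49 of the 53 genes tested were called higher (mean 1.55, standard error 0.109), as were 52 of the 53 of 'BMP signaling pathway' (mean 1.52, standard error 0.11) and 32 of the 33 of 'response to mechanical stimulus' (mean 1.57, standard error 0.171). Adjusted over the list alone at an FDR of at most 0.05, every tested gene of these 4 lists was higher. The study chose these genes on these samples, so neither count is independent evidence. Of longer lists, only the beginning was at hand: 54 genes of 'extracellular matrix organization', of which 53 were called higher, and 71 genes of 'Wnt signaling pathway', of which 67 were. The paper's Table S7 holds lists of the same names chosen on other animals, those with DMM surgery, of which 4 were tested as sets. The mean log2 fold change after ACL rupture was 1.81 (standard error 0.153) over 37 genes of collagen fibril organization, of which 33 were called higher. It was 1.44 (standard error 0.154) over 39 genes of chondrocyte differentiation, with 29 called higher, and 1.142 (standard error 0.152) over 43 genes of BMP signaling, with 30 called higher and Sost lower. The list for mechanical stimulus had a mean of 1.61 (standard error 0.291) over 20 genes, with 15 called higher. Adjusted over the list alone, 34, 32, 33 and 18 genes of these lists were higher, in the same order. In the first 3 of them 1 gene was lower (Chadl, Chadl and Sost). Set tests with camera at a preset correlation of 0.01 gave FDRs from 4.78e-48 to 1.70e-22. All 4 calls also held with the correlation estimated from the data (FDR 0.00108 to 0.00340) and under fry (2.72e-08 to 1.48e-07).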

Gene ontology (GO) enrichment analysis (Fig. 1C, Table S4) of the upregulated genes showed alterations in several anabolic terms including ‘extracellular matrix organization’ [adjusted (adj.) *P*=1.61E-49], ‘chondrocyte differentiation’ (adj. *P*=1.63E-16), ‘Wnt signaling’ (adj. *P*=3.042E-13), ‘Bmp signaling’ (adj. *P*=1.10E-10) as well as ‘response to mechanical stimulus' (adj. *P*=0.011). In general, GO pathways were less enriched for the downregulated genes but included GO terms related to molecule localisation or transport, e.g. ‘vesicle-mediated transport’ (adj. *P*=2.55E-11) along with GO pathways such as ‘response to endoplasmic reticulum stress’ (adj. *P*=0.0002) and ‘catabolic process’ (adj. *P*=1.10E-06) (Fig. 1D, Table S4).

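Of the terms for the downregulated genes, the list of 'response to endoplasmic reticulum stress' in Table S4 could be read in full. It names 61 genes, and 59 of them were tested. The log2 fold change between day 7 injured and naïve libraries was above 0 for 46 of the 59, with a mean of 0.25 (standard error of the mean over genes 0.0496) and a range from −0.71 to 0.66. At the thresholds of FDR and fold, 5 genes (Erlec1, Pik3r2, Selenok, Tmtc3 and Ube2g2) were called higher and 1 (Rasgrf1) lower. Without the fold limit, 45 were higher and 10 lower, and adjusted over the list alone, 46 were higher and 11 lower. Camera gave p = 1.26e-05 for the list as a set, fry 8.49e-06 and the estimated correlation 0.0962. For the longer lists, only the first genes could be read. In 'vesicle-mediated transport', 43 of 66 tested genes lay above 0, with 2 (Arfgap1 and Cacna1g) called higher and 5 (Abca13, Adora3, Akap5, Bsn and Cacna1e) lower. In 'localization', 37 of 63 did, with 2 (Arfgap1 and Arhgef5) higher and 6 lower. In 'catabolic process', 33 of 66 did, with none called higher, 7 lower and 56 of the 66 past an FDR of 0.05 in either direction.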

**Fig. 1.**
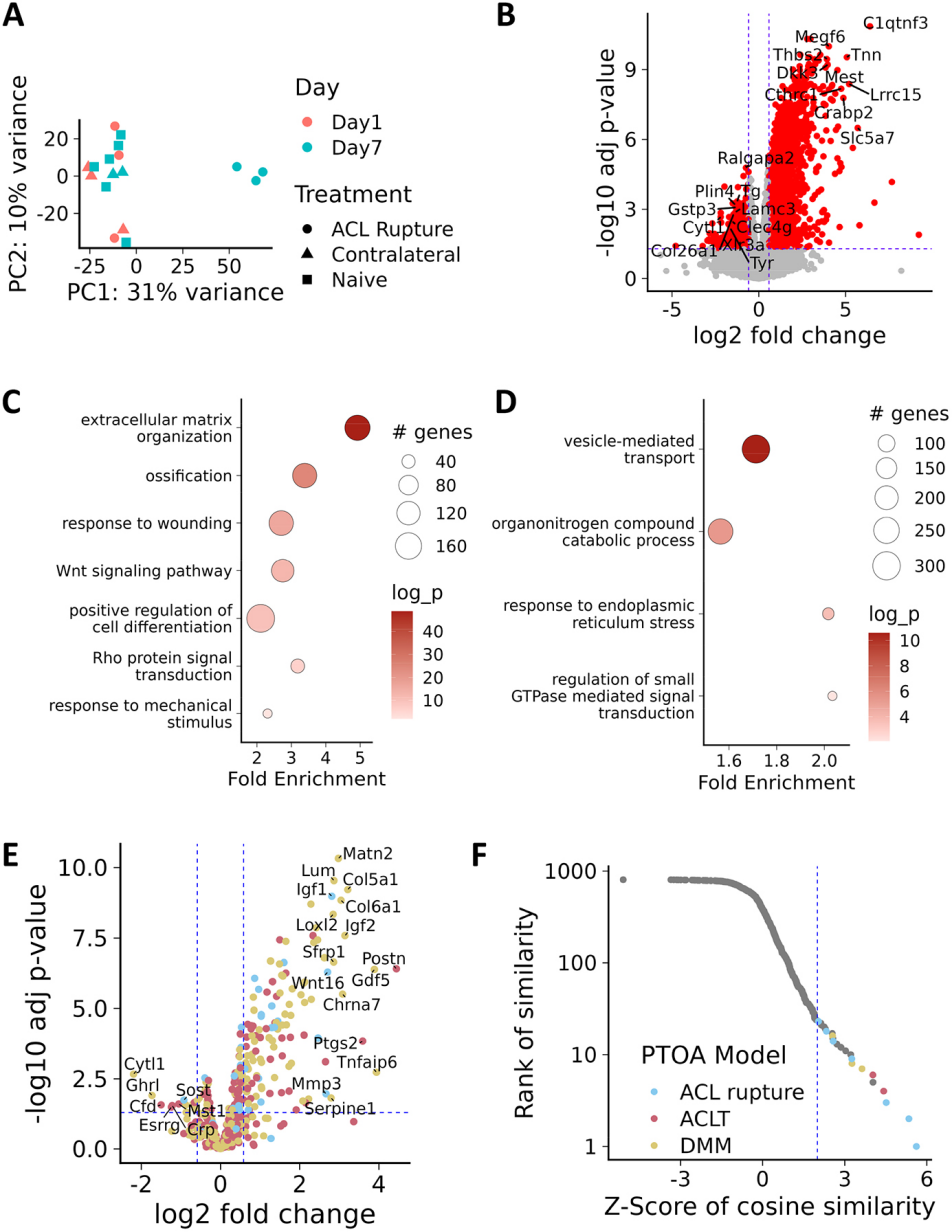
**Protective gene expression at early time points of abnormal mechanical loading following ACL rupture.** (A) Principal component analysis (PCA) plot of RNA-Seq data from ACL model of post-traumatic osteoarthritis (PTOA). PC1, principal component 1; PC2, principal component 2. (B) Volcano plot showing differential expression of all detected genes, red indicates genes that are significantly differentially expressed. Vertical dashed blue lines indicate 1.5-fold change, horizontal dashed blue line indicates the adjusted *P*-value (*P*<0.05). (C,D) Pathway enrichment plots of the enriched GO terms for significantly upregulated (C) and downregulated (D) genes. Shown are selected GO terms. Circle size indicates number of genes; colour intensity indicates the fold enrichment; log_10_ *P*-value (log_p). (E) Volcano plot showing the expression of known OA-affecting genes from day 7 ACL versus those of naïve control. Genes having detrimental, protective and ambiguous effects on OA are shown in yellow, red and blue, respectively. Vertical dashed blue lines indicate 1.5-fold change; horizontal dashed blue line indicates the adjusted *P*-value (*P*<0.05). (F) Graph showing the rank and value of the Cosine similarity z-scores for the comparison of day 7 ACL versus naïve control data with ∼800 datasets collated in SkeletalVis. The most similar profiles that correspond to PTOA models are highlighted and detailed in Table 1. Coloured dots indicate murine PTOA models as labelled.

**Table 1.**
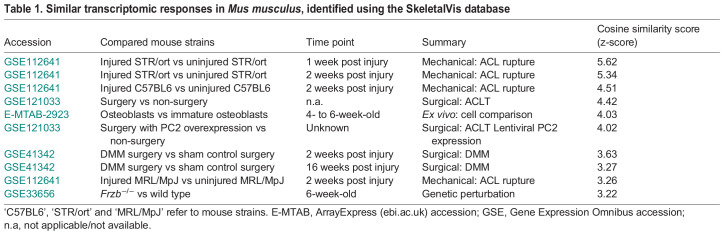
Similar transcriptomic responses in *Mus musculus*, identified using the SkeletalVis database

We have previously curated gene perturbations (genetic or pharmacological) by using animal models comprising joint damage (hereafter referred to as OATargets) (see Soul et al., 2021), and have categorised these genes into those having a ‘Protective’ (less damage with activation) or a ‘Detrimental’ (more damage with activation) effect. Amongst the genes upregulated with ACL rupture, those known to alter OA phenotypes when perturbed were primarily protective (68/217 Protective versus 36/199 Detrimental OATarget genes differentially expressed, *P*=0.002367). These included genes, such as *Matn2* (7.87 fold, adj. *P*=4.74E-11), *Sulf2* (5.49 fold, adj. *P*=3.68E-08), *Loxl2* (7.18 fold, adj. *P*=4.55E-09), *Gdf5* (14.80 fold, adj. *P*=4.11E-07) and *Sox9* (2.57 fold, adj. *P*=4.69E-05), which is suggestive of an anabolic transcriptomic response to the abnormal mechanical load (Fig. 1E). 

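The 5 genes named were compared between day 7 injured libraries and naïve mice. Matn2 (ENSMUSG00000022324, chromosome 15, 34306677 to 34436273) was measured at 22.0 ± 3.25 CPM (SD, n = 6) in naïve mice and 174 ± 24.5 (SD, n = 3) at day 7, a log2 fold change of 3.01 (standard error 0.115, FDR 5.67e-10). Sulf2 (ENSMUSG00000006800, chromosome 2, 166073089 to 166155663) rose from 42.7 ± 7.08 to 252 ± 73.0 CPM, a log2 fold change of 2.59 (standard error 0.161, FDR 2.56e-08). Loxl2 (ENSMUSG00000034205, chromosome 14, 69609068 to 69695834) rose from 80.9 ± 16.9 to 586 ± 114 CPM, with a log2 fold change of 2.88 (standard error 0.176, FDR 2.15e-08). Its naïve spread comes mostly from replicate 10 at 114 CPM, where the other naïve libraries lay between 68.7 and 77.5. Gdf5 (ENSMUSG00000038259, chromosome 2, 155941023 to 155945367) was the lowest in abundance, at 0.411 ± 0.172 CPM in naïve mice and 5.78 ± 1.64 at day 7, and had the largest log2 fold change of the 5, 3.81 (standard error 0.321, FDR 5.16e-07). Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) rose from 21.4 ± 4.39 to 54.1 ± 15.7 CPM, a log2 fold change of 1.36 (standard error 0.186, FDR 5.91e-05). For each of these genes, every day 7 injured library lay above every naïve library. All 5 were called under each of the alternatives tried, leaving out any 1 library included. At day 1, the log2 fold changes of injured against naïve libraries were between −0.03 (Sox9) and 0.50 (Gdf5), with FDRs from 0.987 to 0.997.

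**Figure D1:**
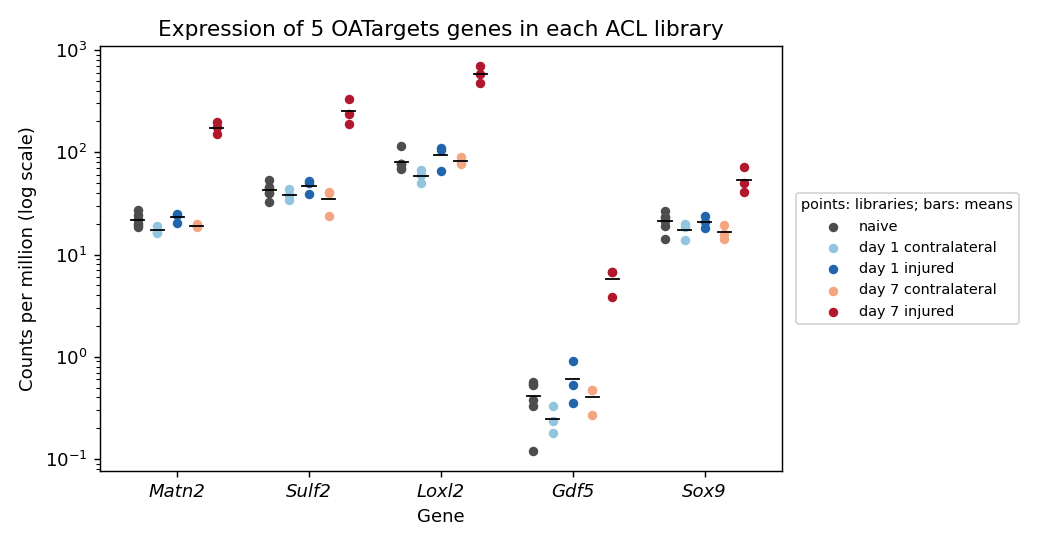
CPM (log scale) of Matn2, Sulf2, Loxl2, Gdf5 and Sox9 in naïve mice and in contralateral and injured knees at day 1 and day 7. Points are libraries and bars are group means; the day 7 injured libraries of Matn2 sit between 150 and 199 CPM, above the highest naïve library at 27.3.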

Upregulated known detrimental OATarget genes in the ACL model at day 7 included the protease *Htra1* (5.06 fold, adj. *P*=2.60E-08), *Adamts7* (3.14 fold, adj. *P*=5.58E-07), *Postn* (21.76 fold, adj. *P*=3.91E-07), *Acvr1* (2.49 fold, adj. *P*=1.12E-06), *Atf3* (2.59 fold, adj. *P*=3.23E-05) and the mechanical activated kinase *Fyn* (1.31 fold, adj. *P*=0.012). 

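Htra1 (chromosome 7, 130936111 to 130985660) rose from 55.0 ± 9.76 CPM (SD, n = 6) in naïve mice to 272 ± 41.4 (SD, n = 3) in day 7 injured libraries, a log2 fold change of 2.33 (standard error 0.164, FDR 9.34e-08). Postn (chromosome 3, 54361109 to 54391037) had the largest change of the genes named, from 145 ± 85.2 to 2805 ± 686 CPM, with a log2 fold change of 4.29 (standard error 0.433, FDR 2.98e-06). The log2 fold changes of Adamts7, Acvr1 and Atf3 were 1.50 (standard error 0.153), 1.31 (standard error 0.114) and 1.39 (standard error 0.197), with FDRs of 3.07e-06, 7.30e-07 and 8.33e-05. Fyn (chromosome 10, 39368855 to 39565381) was measured at 37.0 ± 2.99 CPM in naïve mice and 51.5 ± 6.17 at day 7. Its fold change of 1.42 (log2 0.50, standard error 0.0950, FDR 0.00103) is under the 1.5-fold limit. It passed that limit in 1 of the fits that left out a library, without day 7 injured replicate 16, at a log2 fold change of 0.61. In naïve replicate 10, Fyn lay at 31.2 CPM, below the other naïve libraries at 36.5 to 39.3. All 3 day 7 injured libraries lay above all naïve libraries for each of the 6 genes.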

Comparable gene expression results were observed versus contralateral controls (Table S3).

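Against the day 7 contralateral knees, fitted on all 18 libraries, 1984 of 21262 genes were called higher and 686 lower in the injured knees, and 6628 genes passed at an unadjusted p of 0.05. The lower count moved most: it was 251 at an FDR of at most 0.01 and 1310 without the fold limit. Leaving out day 7 injured replicate 18 gave 281 lower genes, replicate 17 gave 426, day 7 contralateral replicate 13 gave 434 and replicate 15 gave 1058. In this comparison the log2 fold change was 3.20 for Matn2, 2.86 for Sulf2, 2.84 for Loxl2, 3.85 for Gdf5 and 1.72 for Sox9, and 2.32 for Htra1, 1.25 for Adamts7, 5.03 for Postn, 1.40 for Acvr1 and 1.57 for Atf3. Their FDRs lay between 1.03e-09 (Matn2) and 1.91e-04 (Atf3). Fyn changed by 0.33 (standard error 0.109, FDR 0.0434), under the fold limit. Of 21119 genes tested in both comparisons, 3495 were called against naïve mice, and 3439 of these (98.4%) changed in the same direction against the contralateral knees. Both comparisons called 1944 genes, each in the same direction. Across all genes tested in both, the log2 fold changes correlated with a Pearson's r of 0.803 and a Spearman's rho of 0.736, although genes are not independent replicates and both comparisons use the same 3 injured libraries. The log2 fold change of Plin4 was −1.32 (FDR 0.00197) against naïve mice and −0.90 (FDR 0.140) against the contralateral knees.

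**Figure D2:**
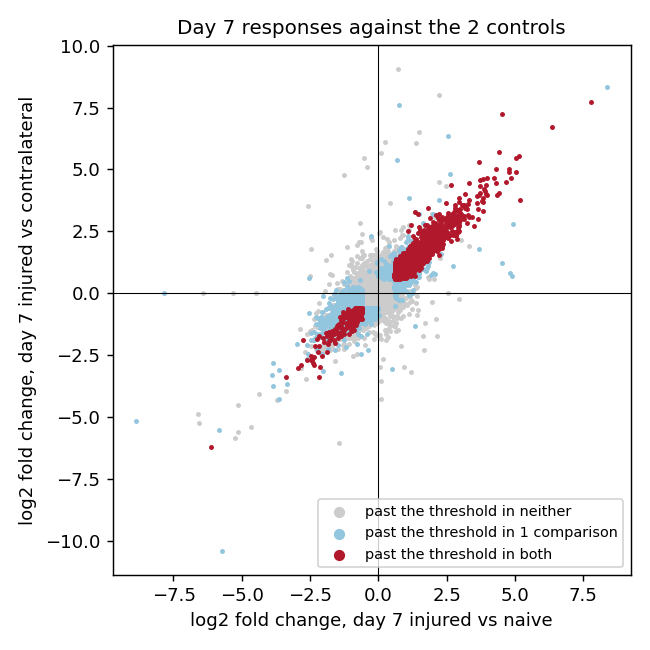
Log2 fold change of each gene in day 7 injured knees against naïve mice (horizontal axis) and against day 7 contralateral knees (vertical axis). Each point is 1 of 21119 genes, coloured by whether it passed the thresholds in neither, 1 or both comparisons; the 1944 genes called in both lie in the quadrants of equal sign.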

To validate our transcriptomics data, we next compared the day 7 ACL rupture model gene expression responses with those of 800 transcriptional responses from skeletal cell types (Soul et al., 2019) listed in the SkeletalVis database. This analysis allowed assessment of the most similar gene expression responses (log2-fold changes) from a large database of potentially relevant datasets. Similarity between pairs of log2-fold changes were calculated using cosine similarity, where similar fold changes received positive scores and opposite fold changes received negative scores. These scores were then converted to z-scores (standard deviations from the mean similarity) to facilitate comparison across all datasets. Among the most similar were several other post-traumatic joint injury responses, including DMM and surgical transection of the ACL (ACLT) carried out at several time points, suggesting these generated data obtained from the abnormal loading model share common features with other models of PTOA (Fig. 1F, Table 1, Table S5). Interestingly, mouse knockout of the known chondrogenesis inhibitor *Frzb* was found to induce a similar transcriptomic response (Table 1). These data suggest a predominantly chondroprotective gene expression response in the joint shortly after abnormal mechanical loading.

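Against naïve mice, 63.1% of the genes called at day 7 were higher in the injured knees, and against the contralateral knees 74.3% were. Over the alternatives in normalization, filter, tool and groups fitted, the share against naïve mice ranged from 61.5% (size factors of DESeq2) to 70.9% (limma-voom). The fits that each left out 1 library are not part of this range. With the stricter limit of an FDR of at most 0.01 the share was larger, with 1909 genes higher and 472 lower. The median log2 fold change of all genes tested was −0.04. Direct comparison of injured knees at day 7 and day 1 gave 1910 genes higher and 1347 lower at day 7. For 852 genes, the injury effect, that is the difference between injured and contralateral knees, differed between the time points by a test of the difference itself (FDR of at most 0.05), and it was larger at day 7 for 791 of them. From the number of protective genes among those upregulated, the enriched anabolic terms and the similarity to published responses, the paper proposes that the early response of the joint to abnormal loading is mainly chondroprotective.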

Next, we directly assessed whether the gene expression changes seen in the ACL model were comparable to those at later time points within the DMM model, for which similar levels of joint degeneration have been observed (Gilbert et al., 2018; Glasson et al., 2007). We, therefore, performed RNA-Seq on RNA from medial knee cartilage caps dissected from individual mice pre- and day 42 post-DMM surgery. By principal component analysis (PCA) the different groups were clearly distinguishable (Fig. 2A). In all, we detected 2063 differentially expressed genes (≥1.5-fold, FDR≤0.05), of which 1167 were upregulated and 896 were downregulated (Fig. 2B, Table S6). GO enrichment analysis (Fig. 2C, Table S7) of the upregulated genes showed alterations in several anabolic terms including ‘extracellular matrix organisation’ (adj. *P*=5.78E-047) and ‘response to wounding’ (adj. *P*=1.5E-07). The downregulated genes were enriched in those within cell cycle terms (Fig. 2D, Table 7). Again, of the upregulated genes, those known to alter OA phenotypes when perturbed were mainly protective (53/200 Protective versus 22/181 Detrimental OATarget genes differentially expressed, *P*=0.00053) and similar to those described for the ACL-rupture model (Fig. 2E). Direct comparison of the differentially expressed genes between the ACL and DMM model showed a strong correlation (Spearman R=0.82, *P*<2.2E-16) (Fig. 2F), with <2% of differentially expressed genes being regulated in opposing directions, again indicating the shared transcriptomic responses in these PTOA models. 

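The DMM libraries were not part of the data at hand, so the first 10 genes of the paper's Table S6, its DMM results, were looked up in the ACL libraries, and 9 of them were tested. The log2 fold changes after ACL rupture had the same sign as the paper's DMM values for 7 of the 9. Fmod changed by 1.99 (FDR 6.14e-06) at day 7 after ACL rupture, and the paper's DMM value is 1.93. For Lamb1, the values were 1.53 (FDR 0.00619) and, in the paper, 1.44, and the call was lost without day 7 injured replicate 18. Ace changed by 0.71 (FDR 9.81e-04) where the paper's value is 1.50, and Col8a1 by 2.38 (FDR 3.06e-06) where it is 1.20. Naïve replicate 11 lay at 55.0 CPM for Col8a1 and the other naïve libraries between 26.1 and 35.4. Pth1r changed by 0.58 (FDR 0.00125), just under the fold limit, against 1.16 in the paper. It passed the limit in the fits without naïve replicate 9, at 0.68, or without day 7 injured replicate 16 (0.59) or 18 (0.60), and naïve replicate 9 lay at 67.2 CPM where the others were at 42.6 to 49.5. Mmp3 had a log2 fold change of 2.00 with an FDR of 0.0779, and the paper's DMM value is 2.81. It was 27.1 CPM in naïve replicate 11 and 1.97 to 9.47 in the other naïve libraries, and without replicate 11 it was called, at 2.88. For 1110038B12Rik, the change of −0.10 (FDR 0.544) was not called where the paper gives −1.39. The signs differed for Eny2 (0.38, FDR 0.00944, and −1.52 in the paper) and for H3c14, listed here as Hist2h3c1 (0.36, FDR 0.614, and −2.63 in the paper). Gm9800 had too few counts to be tested.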

None of the GO terms was enriched for these non-concordant genes.

**Fig. 2.**
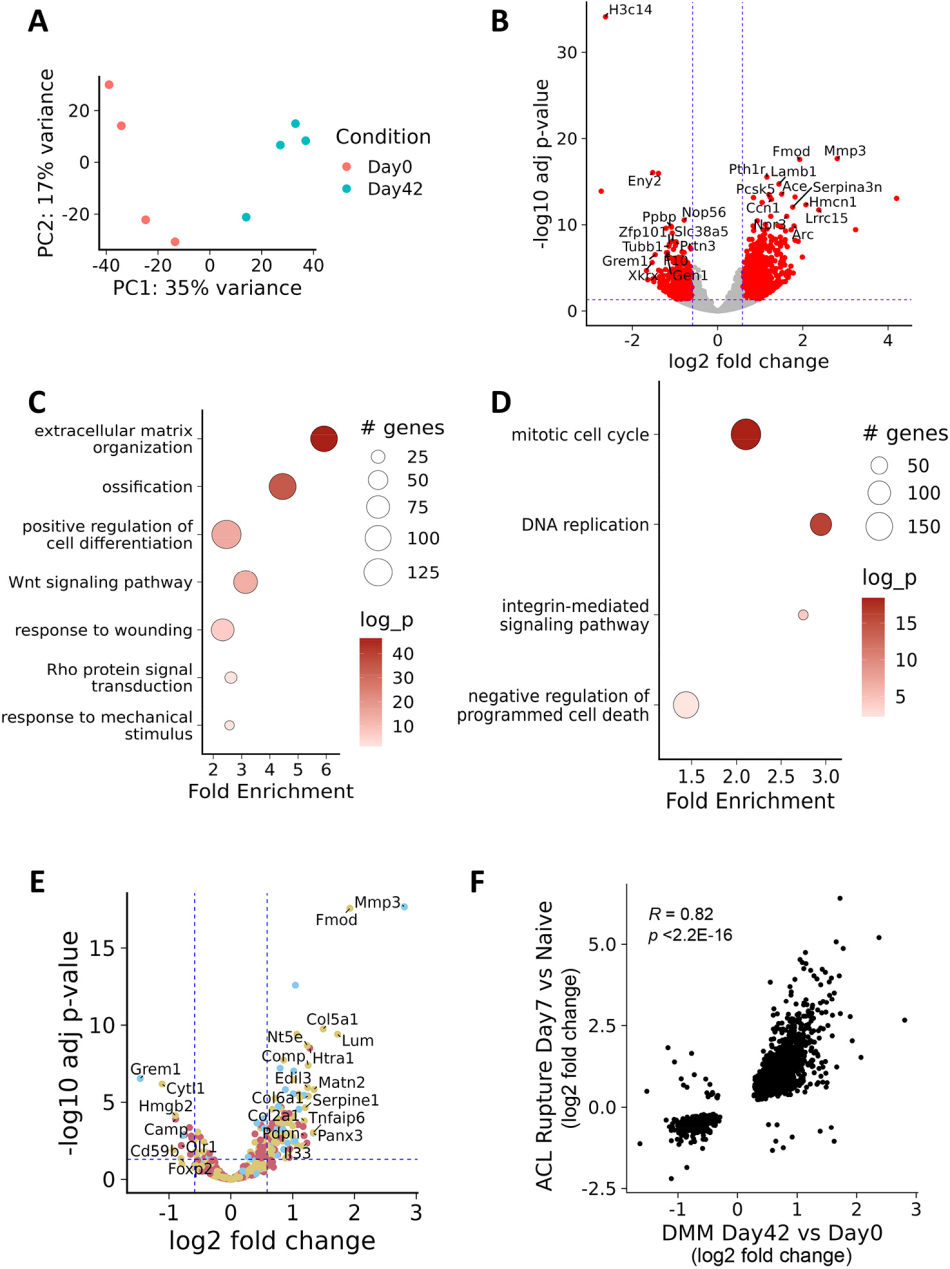
**Protective gene expression during DMM induction.** RNA-Seq data from the DMM model of post-traumatic osteoarthritis comparing gene expression of RNA from medial cartilage isolated at day 0 pre surgery, (red); naïve control animals versus animals 42 days post surgery (blue). (A) Principal component analysis (PCA) plot of animals (*n*=4 per condition). PC1, principal component 1; PC2, principal component 2. (B) Volcano plot showing differential expression of all detected genes, red dots indicate those significantly differentially expressed. Vertical dashed blue lines indicate 1.5-fold change, horizontal dashed blue line indicates the adjusted *P*-value (*P*<0.05). (C,D) Pathway enrichment plots of the enriched GO terms for significantly upregulated (C) and downregulated (D) genes following DMM OA induction. Shown are selected GO terms. Circle size indicates number of genes; colour intensity indicates fold enrichment −log_10_ *P* value (log_p). (E) Volcano plot showing the expression of known OA-affecting genes from day 42 DMM versus those of control (day 0). Genes having detrimental, protective and ambiguous effects on OA are shown in yellow, red and blue, respectively. Vertical dashed blue lines indicate 1.5-fold change, horizontal dashed blue line indicates the adjusted *P*-value (*P*<0.05). (F) Spearman correlation analysis of log2-fold expression of significantly differentially expressed genes (FDR <0.05) from ACL (day 7 ACL versus naïve control) and DMM (day 0 versus day 42) datasets.

### Analysis of differentially expressed miRNA

Having characterised the mRNA expression profiles of the ACL rupture model, we next sought to identify potential post-transcriptional regulators of the observed differential expression. We performed small RNA sequencing to characterise the miRNA response to acute joint injury using the naïve, contralateral and ACL rupture femoral condyle cartilage cap samples described above. PCA, again, suggested that the naïve and contralateral limb have similar miRNA profiles, with only the ACL rupture model mice being distinguishable 7 days after mechanical insult (Fig. 3A). Similar to mRNA-sequencing results, no significant differential expression was observed day 1 post insult. Sixty-three statistically significant upregulated and 16 downregulated miRNAs were identified 7 days post mechanical loading (day 7 ACL versus naïve; Fig. 3B,  Table S8). Highly abundant, significantly differentially expressed miRNAs included miR-199a/b-3p (2.2 fold, adj. *P*=0.00285), miR-199a-5p (2.21 fold, adj. *P*=0.00144), and the previously reported mechanosensitive miRNAs miR-27b-3p (1.56 fold, adj. *P*=0.0316) and miR-21a-5p (3.5 fold, adj. *P*=0.000129) (Fig. 3B) (Stadnik et al., 2021). miR-199a-5p and miR-21a-5p were also found to be upregulated in cartilage following DMM surgery (Fig. 3C).

**Fig. 3.**
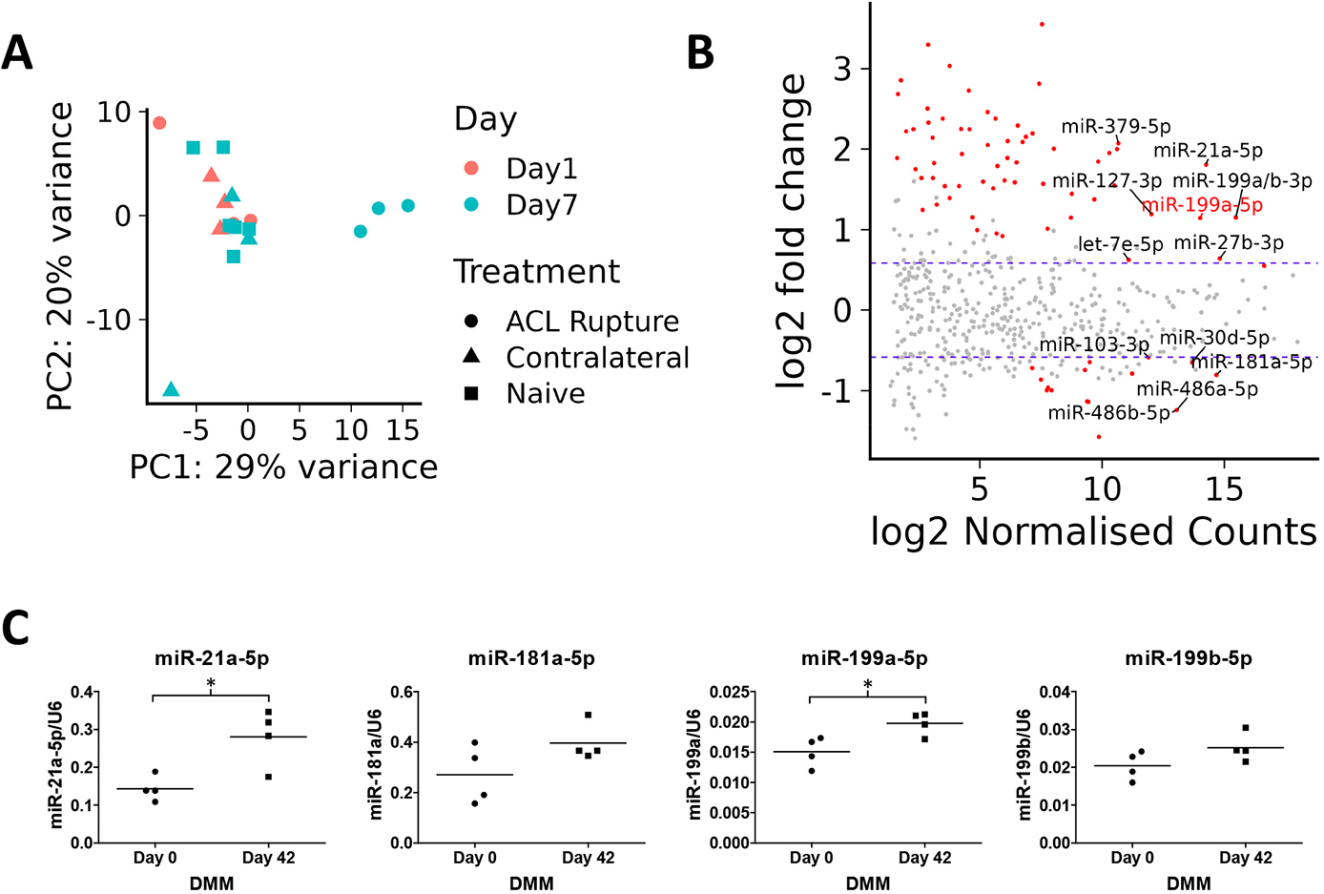
**Differential expression of miRNA upon abnormal mechanical loading.** (A) Principal component analysis plot showing of miRNA expression data from ACL model of post-traumatic osteoarthritis (PTOA). PC1, principal component 1; PC2, principal component 2. (B) MA plot, showing differential expression of most abundant miRNAs day 7 ACL versus naïve controls. Horizontal dashed blue lines indicate 1.5 fold change. Significantly differentially expressed miRNAs (FDR <0.05) are shown as red dots. miR-199a-5p is indicated in red. All non-significantly differentially expressed miRNAs are indicated by grey dots. (C) Selected miRNA expression in RNA from micro-dissected cartilage prior to DMM (circles, day 0) or 42 days post surgery (squares, day 42). Each data point represents a unique animal. Real-time PCR was performed in triplicates for each sample and normalised to the housekeeping *U6* small RNA using the calculation 2^−(ΔCt)^. Statistical comparisons were with an unpaired *t*-test with Welch‘s correction (*P<0.05).

### Characterisation of miR-199-5p in human osteoarthritic chondrocytes

Among the highly abundant differentially expressed miRNAs identified in both the ACL and DMM models, we have recently reported the role of miR-199a-5p as a positive regulator of human MSC chondrogenesis (Patel et al., 2023 preprint). Moreover, intra-articular delivery of this miRNA has also been shown to exert a significant protective effect in a rat OA model (Huang et al., 2023). Thus, we sought to further investigate the most-responsive potential target genes of miR-199a-5p in a human OA chondrocyte context. RNA-sequencing after inhibition of miR-199a-5p (Fig. S2) in primary human articular chondrocytes from four donors showed differential expression of 133 upregulated and 113 downregulated genes (Fig. 4A,  Table S9). Chondrocyte maturation associated genes, such as *MMP1* (1.63 fold, adj. *P*=3.85E-10), *MMP13* (1.28 fold, adj. *P*=0.0003), *BMP2* (1.4 fold, adj. *P*=5.5E-10), *INHBA* (activin-A) (1.48 fold, adj. *P*=1.4E-07), *SPP1* (Osteopontin) (1.45 fold, adj. *P*=11.1E-06) and *COMP* (−1.35 fold, adj. *P*=3.25E-05) were differentially expressed, suggesting a role for miR-199a-5p in regulating the chondrocyte phenotype. The host RNA for *MIR199A*, i.e. *DNM3OS*, was also upregulated (1.31 fold, adj. *P*=0.0024), suggesting some autoregulation. GO enrichment analysis showed significant enrichment of ‘extracellular matrix organisation’ (adj. *P*=0.00663) and ‘G1 DNA damage checkpoint’ (adj. *P*=0.0418) (Fig. 4B, Table S10). We also inhibited miR-199b-5p but were, however, unable to confirm selective miRNA inhibition (Fig. S2). Regardless, both miRNAs contain the same ‘seed sequence’ (nucleotides 2-8 located at the 5′ end) (Kozomara et al., 2019), so an unsurprisingly strong correlation of the fold changes (Spearman's correlation coefficient =0.89, *P*-value=2.2E-16) was observed (Table S9). Genes significantly upregulated after inhibition of miR-199b-5p – which were also elevated in the miR-199a-5p inhibition dataset – included the above-described *MMP1*, *MMP13* and *BMP2*.

**Fig. 4.**
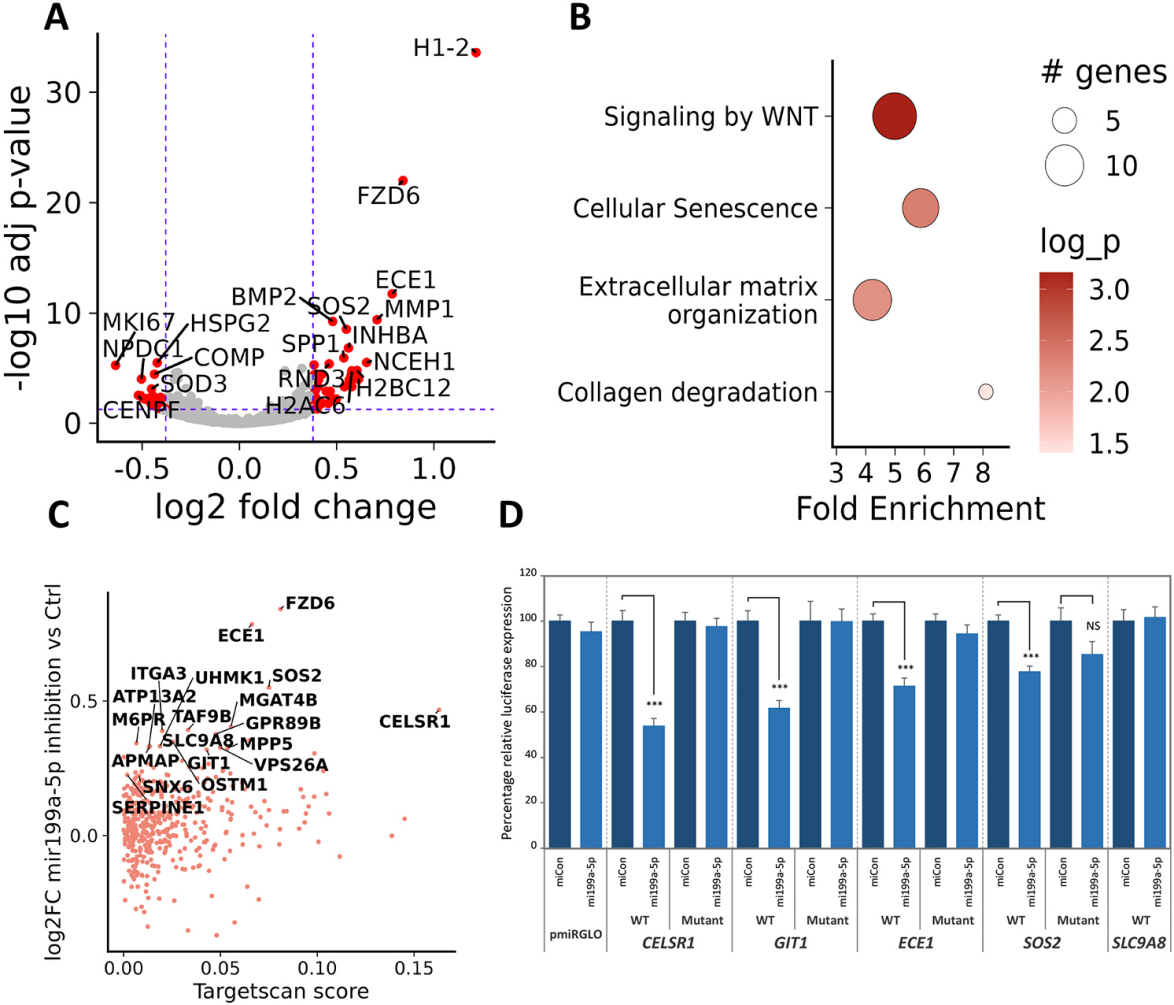
**Inhibition of miR-199a-5p induces a catabolic phenotype.** (A) Volcano plot showing the differential expression of mir-199a-5p inhibition in human OA chondrocytes (*n*=4 donors). Vertical dashed blue lines indicate 1.5-fold change, horizontal dashed blue line indicates the adjusted *P*-value (*P*<0.05). (B) Pathway enrichment plots of the enriched GO terms for genes significantly differentially expressed following inhibition of miR-199a-5p. Shown are selected GO terms. Circle size indicates the number of genes, the colour intensity indicates the fold-enrichment −log10 *P*-value (log_p). (C) TargetScan-predicted scores of mir199a-5p targets and their differential expression after inhibition of miR-199a-5p. (D) Testing of miR-199a-5p-predicted targets. The 3′UTRs of selected novel miR-199a-5p targets predicted by TargetScan were cloned into the reporter vector pmiRGLO, transfected into SW1353 chondrosarcoma cells with or without a mimic of miR-199a-5p (mi199a-5p, light blue) or non-targeting miR-mimic control (miCon, dark blue). After 24 h cells were lysed and Renilla and firefly luciferase levels determined, with the former being used to evaluate normalization of expression. Data shown are from four independent experiments performed six times and expressed relative (as a percentage) to the respective 3′UTR reporter co-transfected with control. Statistical comparisons were performed using two-tailed, unpaired Student's *t*-test (***P<0.001). NS, not significant.

Comparison of the gene expression response with other responses in SkeletalVis showed that miR-199a-5p inhibition resulted in a gene expression profile that was most similar to overexpression of the gene encoding transcription factor TBX5 (z-score=3.62). The gene expression response was also similar to human OA-damaged cartilage vs intact cartilage (z-score=3.43) and murine cartilage 6 weeks post DMM-surgery (WT DMM 6wkvsWT Sham 6wk) cartilage (z-score=3.19) − suggesting that miR-199a-5p depletion induced a gene expression profile similar to that seen in damaged OA cartilage (Table S1^1^).

Of the 133 genes for which expression significantly increased following inhibition of miR-199a-5p, 19 were TargetScan-predicted targets of miRNA (Fig. 4C). This is a significant (*P*=0.0004) enrichment, given there was only one predicted target within the 113 downregulated genes. We also explored comprehensive predictions from the microRNA Data Integration Portal (mirDIP) target prediction database (Tokar et al., 2018), which identified a further 14 miR-199a-5p-target genes within the list of 133 upregulated genes. The upregulated genes included experimentally validated targets of miR-199a-5p, such as *FZD6* (1.79 fold, adj. *P*=9.93E-23) (Kim et al., 2015) but also several less-well-described targets, such as *ECE1* (1.72 fold, adj. *P*=1.79E-12), *SOS2* (1.46 fold, adj. *P*=2.81E-09), *CELSR1* (1.38 fold, adj. *P*=0.0011), *GIT1* (1.25 fold, adj. *P*=0.0176) and *SLC9A8* (1.27 fold, adj. *P*=0.000242). Interestingly, of the predicted miR-199a-5p targets for which expression was increased upon inhibition of miRNA in OA chondrocytes, a significant proportion (*P*<0.02) was also increased in our murine ACL data. 

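The predicted miR-199a-5p targets of Table S9 were looked up in the ACL libraries, 19 raised by the inhibitor in the human chondrocytes and 398 others, each paired by the table with a mouse gene. These are the TargetScan targets only, and the further ones that the paper takes from mirDIP were not looked up. Of the 19, 6 were higher in day 7 injured than in naïve libraries at an FDR of at most 0.05 (31.6%), as were 128 of the 398 others (32.2%; 1-sided Fisher's exact test, p = 0.609). Adjusted over the list alone, the 19 genes gave the same 6 higher and Sos2 and Slc9a8 lower. The 6 genes were Fzd6, Itga3, Ece1, Git1, Snx6 and Mgat4b. Fzd6 (ENSMUSG00000022297, chromosome 15, 39006034 to 39038188) rose from 6.52 ± 0.656 CPM (SD, n = 6) in naïve mice to 25.8 ± 3.88 (SD, n = 3), a log2 fold change of 2.01 (standard error 0.120, FDR 1.69e-08). Itga3 changed by 0.82 (FDR 6.52e-04), Ece1 by 0.68 (FDR 0.00220), Git1 by 0.57 (FDR 2.65e-04), Snx6 by 0.38 (FDR 0.00403) and Mgat4b by 0.28 (FDR 0.0412) on the log2 scale. Only the first 3 of these 6 passed the 1.5-fold limit, against 62 of the others (p = 0.591, Fisher's exact test). Ece1 was past it in every fit that left out 1 library except that without day 7 injured replicate 18, at 0.55, and its naïve replicate 11 lay at 85.1 CPM against 57.7 to 67.1 in the others. Git1 passed the limit without naïve replicate 9 or 11 or day 7 injured replicate 17. Sos2 (−0.22, FDR 0.0398) and Slc9a8 (−0.34, FDR 0.0284) were lower in the injured libraries, and Celsr1 did not differ (0.00, FDR 0.984). With all other genes tested as the background, 3954 of 21110 were higher (18.7%; Fisher's exact test, p = 0.129). Over the alternatives, 3 to 7 of the 19 genes were higher, with p from 0.129 to 0.723. Dnm3os, the non-coding RNA that hosts a miR-199a gene, rose by a log2 fold change of 1.59 (standard error 0.184, FDR 1.11e-05).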

Finally, we tested whether these genes were direct targets of miR-199a-5p by using dual-luciferase reporter assays. 3′UTR-containing luciferase plasmids were co-transfected with control or mimics of miR-199a-5p into the SW1353 chondrosarcoma cell line. From these, *CELSR1*, *GIT1*, *ECE1* and *SOS2* were repressed by the miR-199a-5p mimic. This repression was lost by mutation of the predicted miRNA binding sequence within each 3′UTR (Fig. 4D).

## DISCUSSION

Our primary aim in this study was to define the early transcriptomic response of cartilage to mechanical damage in a non-surgical highly reproducible ACL rupture model. The non-surgical ACL rupture model transcriptomic signature was highly correlative with our own, and published, data from the well-established DMM OA model (Bateman et al., 2013; Loeser et al., 2013); this was despite the limitations of the study experimental design (Fig. S1) in that we did not assess the transcriptional aspect of the ACL model at an identical time point to the DMM model. The ACL rupture model is a rapidly progressing OA model and, at day 7, significant cartilage damage can be observed histologically. As, typically, cartilage has eroded completely by day 21 (Gilbert et al., 2018), the day 7 time point is more comparable and better reflects the extent of degeneration observed in the DMM model at day 42 (Glasson et al., 2007). Transcriptome assessment of early timepoints of the DMM model are confounded by the effects of surgery as determined through the use of sham surgeries (Bateman et al., 2013; Loeser et al., 2013). This highlights one benefit of the mechanically induced non-surgical ACL rupture model over that of DMM, in that it obviates the need for sham surgeries because the transcriptomic signature of the contralateral limb was equivalent to that of naïve animals, thus reducing animal numbers required to strengthen a study. 

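Day 1 contralateral knees and naïve mice did not differ for any of 21129 genes at the thresholds, with 554 genes at an unadjusted p of 0.05. For day 7 contralateral knees and naïve mice, no gene of 21262 was called either (lowest FDR 0.248), with 3220 genes at an unadjusted p of 0.05, where chance gives 1063. That count was 1201 without day 7 contralateral replicate 13. With DESeq2's Wald test, 31 genes were called between day 7 contralateral and naïve libraries, and 2 were called between day 1 contralateral and naïve libraries, Gm16299 (log2 fold change −1.21) and Gm47893, which had at most 1 count in any of these libraries. As sets, the 4 lists of Table S7 for collagen fibril organization, chondrocyte differentiation, BMP signaling and mechanical stimulus were lower in day 1 contralateral knees than in naïve mice, by mean log2 fold changes of −0.28, −0.27, −0.14 and −0.22. The calls held with the estimated correlation (FDR 0.0345 to 0.0440) but not under fry (0.0792). By the labels the naïve libraries are of day 7, so the day of harvest may contribute. The same 4 lists were higher in day 1 injured than in day 1 contralateral knees, by 0.44, 0.36, 0.32 and 0.32, and these calls held with the estimated correlation (FDR 0.0178 to 0.0346) and under fry (0.0182 to 0.0312). Day 1 injured knees against naïve mice gave 0.16, 0.08, 0.19 and 0.10, which held under neither (FDR 0.278 to 0.381). A list of 7 osteoclast markers, all of which the naïve cartilage also expresses, was higher in day 7 contralateral knees (mean 0.64, standard error 0.0738), a call that held under fry (FDR 0.0260) but not with the estimated correlation (0.154).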

The ACL model also better replicates a traumatic injury experienced by humans, allowing the study of early biological joint changes for the development of potential therapeutic interventions (Christiansen et al., 2015). The data presented here highlight the usefulness of the ACL rupture model as a non-invasive highly reproducible, alternative or companion to the DMM model. Both our DMM and, particularly, the ACL datasets clearly showed that the transcriptomic response to injury also involves repair activation. This included enrichment for GO pathways, such as ‘extracellular matrix organization’ and ‘cellular response to growth factor stimulus’. 

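In the ACL libraries, 44 collagen genes were tested at day 7 against naïve mice. There were 25 called higher and 1, Col26a1, called lower (log2 fold change −1.28). The median over the 44 genes was 1.27. Col3a1 changed most, by 3.65 (standard error 0.266, FDR 1.26e-07). Col1a1 rose by 2.05 (standard error 0.248, FDR 1.72e-05), and Col5a1 and Col12a1 by 3.25 and 3.20. Of the collagens typical of cartilage, Col11a1 was called higher (1.26, standard error 0.187, FDR 1.21e-04), whereas Col2a1 (0.25, standard error 0.196, FDR 0.358) and Col9a1 (0.21, FDR 0.357) were not called. Col10a1 was not called either (FDR 0.971), at a log2 fold change of −0.02 that was above 0 with limma-voom (0.07), the length offset (0.00) or 1 surrogate variable (0.18), and ranged from −0.13 to 0.21 with single libraries left out. Among 18 Mmp genes, 8 were called higher, Mmp2 (3.29), Mmp14 (2.83) and Mmp13 (0.88) among them. Only Mmp24 was called lower (−1.11, FDR 0.0329), a call lost with DESeq2, no filter, 1 surrogate variable or all 18 libraries, and without naïve replicate 9 or 10 or day 7 injured replicate 17 or 18. Mmp9 changed by 0.02 (FDR 0.936), and was below 0 with a filter of 10 counts in every library (−0.05). Of 18 Adamts genes, 12 were called higher and none lower. The median was 1.24, and 0 of the 18 lay below 0. Adamts16 rose by 3.97 (FDR 1.60e-07) and Adamts4 by 2.55 (FDR 7.74e-04), whereas the change of Adamts5 was 0.06 (FDR 0.734).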

Upregulated genes in both datasets contained several collagen genes as well as the predicted proteases, especially those of the MMP family. In fact, others have reported that, following injury in a PTOA model, a distinct anabolic response, possibly mediated by the injured synovial tissue (Knights et al., 2023; Lai-Zhao et al., 2021).

We also performed small RNA sequencing (small RNA-Seq) following ACL rupture, defining miRNAs that are differentially and most abundantly expressed. These included miR-27b-3p, miR-21a-5p, and both the 5p and 3p arms from miR-199. Both miR-21 and miR-27 are known mechanosensitive miRNAs, and we have previously reported their regulation following the loading of *ex vivo* cartilage explants (Stadnik et al., 2021). In vivo, loss of miR-21a-5p alleviates cartilage matrix degradation in a murine model of temporomandibular joint OA (Zhang et al., 2020). However, whereas intra-articular injection of an miR-27-3p mimic (agomir) contributes to a synovial fibrotic response in murine knee OA, injection of an miR-27-3p inhibitor did not alter DMM-induced OA progression (Tavallaee et al., 2022).

Within the human genome, miRNA-199 is present at three locations − antisense within an intron of a dynamin (DNM) gene. The 3p arms of this miRNA are identical and generally those are most abundantly expressed, although the 5p arms are also readily detectible. The sequence of miR-199b-5p differs slightly from that of miR-199a-5p, although in all cases the ‘seed sequence’, i.e. nucleotides 2-8 located at the 5′ end, is identical (Kozomara et al., 2019). Mir-199a-2 is part of a miRNA cluster with miR-214 and miR-3120 and, although present within an intron of *DNM3*, the cluster is actually located within the long non-coding RNA (lncRNA) of dynamin 3 opposite strand (*DNM3OS*) on human chromosome 1q24 (Shepherdson et al., 2021). Patients with small deletions of this chromosomal region, affecting *DNM3OS* and the incumbent miRNAs, have skeletal abnormalities including short stature, microcephaly and brachydactyly (Lefroy et al., 2018), and, in mouse, are somewhat phenocopied by deletion of *Dnm3os* and, therefore, the miR199a∼214 cluster (Watanabe et al., 2008).

Several studies have addressed miR-199 in the context of cartilage or OA (Akhtar and Haqqi, 2012; Ali et al., 2020; Chao et al., 2020; Prasadam et al., 2016). In rodents with surgically induced OA, serum levels of miR-199a-5p increased (Lu et al., 2022), as we observed in cartilage following PTOA induction. The source of miR-199a-5p in serum is unclear but, in rats, inhibition of miR-199a-5p via intra-articular injection of an anti-miR (antagomir) following OA induction reportedly decreased joint inflammation and reduced cytokine levels (Lu et al., 2022). This observation is contradictory to the intra-articular injection of an miR-199a-5p agomir, which reduced cartilage damage in a rat PTOA model (Huang et al., 2023).

Given the conflicting literature surrounding miR-199a-5p, and since both physiological and supraphysiological overexpression of miRNA mimics can lead to spurious findings (Jin et al., 2015), we chose to manipulate the levels of the miRNA in cultured primary chondrocytes through inhibition with a specific hairpin inhibitor, Our RNA-Seq analysis revealed that inhibition of miR-199a/b-5p led to a transcriptome response similar to that of both human OA damaged versus intact cartilage and murine DMM cartilage 6 weeks post surgery. This included upregulation of the destructive collagenases *MMP1* and *MMP13*. Thus, we predict that the increase in miR-199a-5p observed following induction of PTOA *in vivo* is part of a chondroprotective response to the abnormal mechanical load experienced by the animal − in line with overexpression of miR-199a-5p *in vivo* reducing histological joint damage and expression of Mmp13 (Huang et al., 2023).

Overall, predicted targets of miR-199 were significantly enriched in the upregulated gene set following inhibition of miR-199a/b-5p. Amongst these targets was *FZD6*, a receptor involved in WNT signalling. *FZD6* has previously been reported as a miR-199a-5p target (Kim et al., 2015) but, interestingly, it is also a target of miR-140-5p, another important cartilage miRNA (Kim et al., 2015). Although WNT signalling has been extensively studied in cartilage development and OA (De Palma and Nalesso, 2021), little information pertains to a direct role for FZD6 in the tissue. Other direct targets of miR-199a-5p confirmed in this study include *GIT1*, *CELSR1*, *SOS2* and *ECE1*, the latter of which has previously been validated (Bao et al., 2018).

Several studies have profiled miRNAs in PTOA models. By using small RNA-Seq, Castanheira and colleagues (Castanheira et al., 2021) managed to identify just four miRNAs as being differentially expressed 8 weeks post DMM surgery. None of these miRNAs were significantly changed in our ACL rupture model, which may reflect the different models but is more likely to be due to different sampling, with the authors isolating RNA from whole mouse joints not just articular cartilage. Kung et al. (2018) also profiled miRNAs in dissected cartilage during DMM OA-induction. At 6 weeks post surgery, they identified 74 differentially expressed miRNAs, ten of which we also found differentially expressed in our 7-day post-ACL rupture data. However, only three miRNAs (miR-31-5p, miR486a-5p and miR-10a-5p) shared the same direction of gene expression change. The lack of correlation between our ACL and the published DMM miRNA datasets is surprising, especially given our finding that gene expression at day 7 post ACL and day 42 post DMM was highly correlative. Both experimental designs were similar, with approximately equal sample numbers and the use of pooled animals. The main difference is the technology used, i.e. small RNA-Seq in this study versus microarrays used by Kung et al. (2018). We did not perform small RNA-Seq following DMM, although it would have been valuable. However, in our DMM cartilage RNA, we were able to confirm upregulation of miR-199a-5p and miR-21a-5p by using real-time PCR, thereby validating our ACL miRNA profile and supporting a role for these miRNAs in cartilage tissue integrity.

In conclusion, we further characterised the ACL rupture model in this current study, providing − for the first time − both mRNA and miRNA-Seq data. The transcriptomic response of the DMM and ACL-rupture PTOA models was highly correlative. When adding the relative simplicity, speed and reproducibility of the ACL-rupture model, and that sham animals are not required, means it could be valuable in medium-throughput PTOA perturbation studies. The PTOA miRNA signature confirmed upregulation of numerous miRNAs, including those known to be regulated by altered biomechanical load. We also identified miR-199a-5p as being abundantly expressed and increased in both PTOA models. Inhibition of this miRNA in primary human chondrocytes resulted in a transcriptome profile that is similar to human OA damaged versus intact cartilage and murine DMM. Further work will be needed to resolve the role of miR-199 and its differing forms in OA *in vivo*.

## MATERIALS AND METHODS

### Animals

All animal experiments were performed under licences [Cardiff: P287E87DF, Newcastle: P8A8B649A] granted from the Home Office (UK) in accordance with the guidelines and regulations for the care and use of laboratory animals outlined by the Animals (Scientific Procedures) Act 1986 according to Directive 2010/63/EU of the European Parliament and conducted according to protocols approved by the Animal Ethics Committee of Newcastle University or Cardiff University and the Home Office, United Kingdom. Breeding and subsequent phenotyping was performed under licence P8A8B649A. All animal experiments were performed in compliance with the ARRIVE guidelines (Kilkenny et al., 2012). All animals were housed under 12:12 h light:dark photocycle, with food and water available *ad libitum.* A schematic of the experimental design and animals used is provided in Fig. S1.

### Mouse models of post-traumatic osteoarthritis

#### DMM mouse model

The DMM surgical model was performed essentially as described previously (Glasson et al., 2007). Briefly, eight C57Bl/6J male mice (25-30 g; bred in-house from Charles River, UK) were assigned to surgery or non-surgical groups at 11 weeks of age. Animals of the surgery group were given a pre-operative analgesic (buprenorphine), anaesthetised (isoflurane) and had their left knee medial meniscus destabilized by transecting the medial meniscus tibial ligament (MMTL) with a needle blade. The surgical wound was closed with 7-mm Reflex wound clips, which were removed 7 days post surgery. The day after surgery animals were given two doses of buprenorphine subcutaneously ∼8 h apart. Forty-two days post surgery, mice were euthanised by cervical dislocation.

#### ACL rupture mouse model

Twelve-week-old male C57Bl/6J mice (∼25 g; Envigo, Huntingdon, UK) were randomly assigned to either experimental or control groups, and randomly allocated to cages in groups of four or five. ACL rupture was performed as described previously (Gilbert et al., 2018). Briefly, mice were anaesthetized with isoflurane, and custom-built cups were used to hold the right ankle and knee in flexion with a 30° offset prior to the application of a 0.5-N pre-load (ElectroForce3200; TA Instruments, Elstree, UK). A single 12-N load at a velocity of 1.4 mm s^−1^ was then applied, resulting in ACL rupture; mechanical loading was always conducted in the morning. Buprenorphine (0.05 mg kg^−1^) was administered subcutaneously to mice at the start of the experiment; animals were able to move freely, and were monitored for welfare and lameness until termination of the experiment by cervical dislocation. Contralateral limbs, together with limbs from naïve mice served as controls (Gilbert et al., 2018). In total, 18 mice were subjected to ACL rupture (with six and 12 being euthanised at day 1 and day 7 post procedure, respectively). Six mice were naïve controls (Fig. S1).

### Total RNA extraction from mouse medial knee cartilage following DMM

Medial knee cartilage caps were dissected from individual mice (four per timepoint) pre- or 42 days post-PTOA induction. Tissue was washed three times with sterile Dulbecco's phosphate-buffered saline (DPBS) solution, placed in cryogenic vials and immediately frozen in liquid nitrogen. For grinding, tissue was placed in an autoclaved chamber with a ball (Retsch, Verder Scientific UK Ltd, UK) and 250 µl QIAzol lysis reagent (QIAGEN, Manchester, UK). The chambers were transferred to a Retsch MM200 mixer mill and tissue ground at vibration frequency of 25 Hz for 90 s. To this was added an additional 250 µl QIAzol lysis reagent, and the mixture was transferred to an RNase-free tube and incubated at room temperature for 5 min. Thereafter, 100 µl chloroform was added, and the sample was vortexed for 15 s, incubated at room temperature for 10 min followed by 5-min centrifugation (12,500 ***g***, at 4°C). The upper, RNA-containing, aqueous phase was then transferred into a new Eppendorf tube, and RNA and miRNA were purified using the mirVana™ miR Isolation Kit (Ambion, ThermoFisher Scientific, Loughborough, UK), followed by DNAse treatment (DNA-free™ DNA Removal Kit, Invitrogen, ThermoFisher Scientific) following the manufacturer's protocol.

### Total RNA extraction from mouse femoral condyle knee cartilage following ACL rupture

Femoral condyle cartilage caps were detached from underlying subchondral bone at the tidemark (Gilbert et al., 2018). Cartilage was pooled from mice as described (Fig. S1) from injured, uninjured (contralateral knees) or naïve limbs, and immediately snap frozen in liquid nitrogen prior to RNA extraction using TRIzol^®^ reagent according to manufacturer's protocol (ThermoFisher Scientific). Total RNA and miRNA were purified from the TRIzol^®^-cartilage mixture by using the mirVana™ miR Isolation Kit, followed by DNase treatment as described above and following the manufacturer's protocol. Samples were then assessed using a spectrophotometer (Nanodrop 1000, ThermoFisher Scientific) and 2100 Bioanalyzer (Agilent Technologies LDA UK Ltd, Stockport, UK) with A260/280 values between 1.8 and 2.0 and RNA integrity number (RIN) scores >8, respectively.

### Small RNA sequencing and small RNA analysis of murine knee cartilage

For DMM RNA-Seq, extracted RNA was DNase treated and RNA-Seq libraries were prepared using the Takara SMART-Seq v4 Ultra Low Input RNA kit, which incorporates rRNA depletion (Takara BIO Europe SAS, Saint-Germain-en-Laye, France). Libraries from four mice per timepoint were sequenced on an Illumina NovaSeq sequencer (Illumina, Cambridge, UK). For the ACL model, RNA-Seq sequencing libraries were prepared from the pooled samples (Fig. S1) using the TruSeq Stranded Total RNA with ribo-zero GOLD RNA library prep kit or the NEB Next Small RNA Library kit (New England Biolabs, UK) by Wales Gene Park (Cardiff, UK). The MiSeq Nano system (Illumina) was used to complete a sequencing library quality control, after which paired-end sequencing was performed using the Illumina Hi-Seq 2500 sequencer (Illumina). For both, total RNA-sequencing dataset data-quality control (QC) was via FastQC (v0.11.9) and reads were quality trimmed with Trimmomatic (0.39) (Bolger et al., 2014). Kallisto (v0.46.1) (Bray et al., 2016) was used for pseudo-alignment against mouse GRCm38 (release 103) transcriptome. Mapped transcript expression estimates were summarised to gene level using Tximport (v1.14.0) (Soneson et al., 2015). One ACL mRNA sample had a <50% RNA-Seq read mapping rate with Kallisto, so was removed from subsequent analysis.

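The deposited data hold 18 libraries, and neither their labels nor the paper's text names the one that was removed. Fig. 1A, read by eye, shows 17 libraries, with 2 from day 7 contralateral knees where the deposited data hold 3, so the library missing from the figure is of that group, but the figure does not tell which. Here all 3 were used in the comparisons with that group, so the counts given for them include a library that the figure leaves out. The mapping rate cannot be computed from the estimated counts, which cover mapped reads alone. Over the libraries, between 68015 and 87212 transcripts had a count above 0, and between 16339 and 21057 genes had at least 10 counts. The lowest number in each case was in day 7 contralateral replicate 13. It had 19192253 estimated counts, of which 0.914% were on mitochondrial transcripts, against 3.65% to 8.68% in the other 17, and the share that matched no gene of the annotation was 3.90%, against 0.667% to 2.40%. The pseudogenes Gm12895 and Gm12896 took 16.5% of its counts on genes and 2.55% to 7.81% of those of the others.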

For the small RNA-sequencing data of the ACL samples, the nf-core small RNA-Seq pipeline (revision 1.1.0) was ran with default parameters, except using the flags --genome GRCm38 --protocol ‘custom’ --three_prime_adapter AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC --mirtrace_protocol illumina. Briefly, this pipeline performed quality control with fastQC (v0.11.9) and mirtrace (v0.11.9), trim galore (0.6.6) adaptor trimming and alignment against the mirbase mature miRNA sequence with bowtie1 (1.3.0) (Langmead et al., 2009). Aligned reads were counted with SAMtools (1.12) (Li et al., 2009).

PCA was performed using DESEqn (1.26.0) (Love et al., 2014) normalised and variance-stabilised gene expression data. For the DMM mouse model data, DESeq2 was used to calculate the log2-fold change (logFC) and *P*-values with the Wald test.

For both the ACL rupture model mRNA and miRNA count data, gene expression was normalised with edgeR. Limma-voom (v5.52.2) was used to calculate the log2-fold change (logFC) and *P*-values with moderated *t*-statistics (Ritchie et al., 2015). The duplicateCorrelation method in limma allowed accounting for the samples originating from the same mouse pool. *P*-values were corrected for multiple testing using the Benjamini−Hochberg method to provide the false discovery rate (FDR).

GO enrichment analysis was performed using GOseq (1.48.0) (Young et al., 2010) with up- and downregulated sets of significantly differentially expressed genes. GO terms with Benjamini–Hochberg (BH) corrected *P*-values of ≤0.05 were regarded as significant. To identify similar gene expression responses in existing musculoskeletal datasets, pre-processed fold changes were downloaded from the SkeletalVis (Soul et al., 2019) database and compared against the query fold-changes using cosine similarity. The cosine similarity score (interval between −1 and 1) is provided as the z-score [±standard deviation (±s.d.) of the mean] and allows comparison of transcriptional similarity relative to the background of skeletal cell type transcriptomic response.

To validate miRNA expression, RNA was reverse transcribed using the Applied Biosystems TaqMan^TM^ MicroRNA Reverse Transcription Kit (Life Technologies, Paisley, UK) and real-time RT-PCR was performed with specific TaqMan^TM^ MicroRNA assays (Life Technologies), and normalized to expression of the snRNA *RNU6B* (U6).

### Isolation of primary human articular chondrocytes, manipulation of miR-199a-5p levels and RNA-sequence analysis

Human articular chondrocyte (HAC) isolation from knee cartilage was performed as previously described (Barter et al., 2015). Tissue was donated by four patients (aged between 59 and 85; three female, one male; see Table S1) with diagnosed osteoarthritis and who were undergoing joint replacement surgery, with informed consent and ethics committee approval (REC 19/LO/0389). Briefly, macroscopically normal cartilage was removed from the subchondral bone and dissected into ∼1 mm pieces using scalpel and forceps. Enzymatic digestion was performed using hyaluronidase, trypsin and then collagenase overnight at 37°C (Cleaver et al., 2001). For modulation of miR-199 levels in HACs, Dharmacon miRIDIAN hairpin inhibitor against miR-199a-5p (catalogue no. IH-300607) or Dharmacon miRIDIAN miRNA Hairpin Inhibitor Negative Control #2 (catalogue no. IN-002005-01-05) were transfected into 40–50% confluent HACs using Dharmafect 1 lipid reagent (all Horizon Discovery, Cambridge, UK) at 100 nM final concentration. Twenty-four hours later, RNA was isolated following the miRVana protocol, quality assessed, and cDNA libraries were generated using the Illumina TruSeq Stranded mRNA protocol and sequenced on an Illumina NextSeq500 instrument. Kallisto, Tximport and principal component analysis (PCA) were used for analysis as described above, but with pseudo-alignment to the human GRCh38 (release 103) transcriptome. TargetScanHuman (release 8.0) (McGeary et al., 2019) and mirDIP (Tokar et al., 2018) were used to identify potentially direct targets of miR-199a/b-5p. DESeq2 (1.26.0) was used to calculate the log2-fold change (logFC) and *P*-values, calculated using the Wald test while accounting for the donor origin of each sample. Reactome pathway enrichment analysis [also known as gene set enrichment analysis (GSEA)] was performed by using GOseq (1.48.0) (Young et al., 2010) with either the upregulated or downregulated sets of differentially expressed genes. GO terms with Benjamini–Hochberg (BH) corrected *P*-values of ≤0.05 were regarded as significant. Data are available at NCBI GEO GSE229437.

### Cloning of plasmids and their transfection into SW1353 Cells

miRNA target 3′UTRs were amplified by PCR from human genomic DNA or synthesised as GeneArt DNA fragments (Life Techologies) to enable fusion using the In-Fusion HD cloning kit (Takara Bio). In-Fusion was carried out into the previously *Xho*I-linearized pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega, Southampton, UK), following the manufacturer's instructions (Table S2). Mutation of the miRNA seed within the plasmid was performed using the QuikChange II Site-Directed Mutagenesis Kit (Agilent Technologies) or by altering the GeneArt DNA fragment sequence synthesized (Table S2). All vectors were sequence verified. SW1353 chondrosarcoma cells were cultured in 96-well plates overnight to 50% confluence (1.5×10^4^ cells/cm^3^). Cells were first transfected with 3′UTR luciferase constructs (10 ng) by using the FuGENE HD transfection reagent (Promega) for 4 h, and then transfected using Dharmafect 1 with Dharmacon miR-199a-5p mimic (50 nM) or miRNA mimic non-targeting control #2 (Horizon Discovery, Cambridge, UK). Twenty-four hours post the second transfection, cell lysates were assayed for levels of Firefly and Renilla luciferase by using the Promega Dual-Luciferase Reporter Assay System measured on a GloMax 96 Microplate Luminometer (Promega). Statistical comparisons were performed using two-tailed, unpaired Student's *t*-test.

### Code availability

Code to generate the bioinformatics figures is available at https://github.com/soulj/OAModelmicroRNA

## Supplementary Material

10.1242/dmm.050583_sup1 Supplementary information

Table S1. Patient demographics for the HAC isolation

Table S2. Oligonucleotide sequences

Table S3. ACL gene expression data

Table S4. ACL data GO term analysis

Table S5. ACL data comparison with SkeletalVis

Table S6. DMM gene expression data

Table S7. DMM data GO term analysis

Table S8. ACL microRNA expression data

Table S9. miR-199-5p inhibition in HAC gene expression data

Table S10. miR-199-5p inhibition in HAC data GO term analysis

Table S11. miR-199-5p inhibition in HAC data comparison with SkeletalVis

# Supplementary material for: Comparative transcriptomic analysis of articular cartilage of post-traumatic osteoarthritis models
**Source:** Dis Model Mech. 2024 Oct 21;17(10):dmm050583. doi: 10.1242/dmm.050583
**Supplement:** Supplementary information

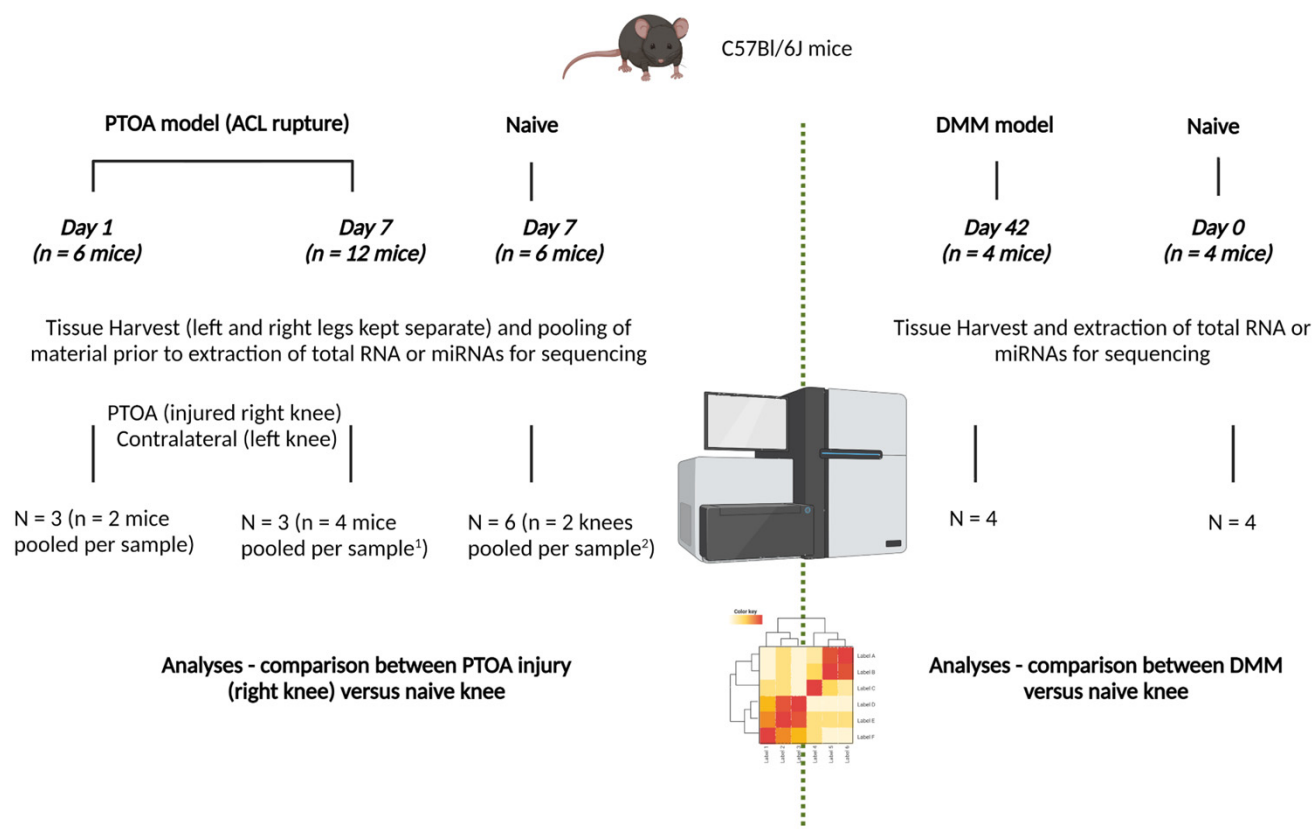

<sup>1</sup> 4 mice were pooled due to partial loss of cartilage at day 7

<sup>2</sup> Left and right knees were pooled separately for consistency with remainder of experiment

**Fig. S1. Schematic of the experimental design and samples/animals used for RNA-seq**

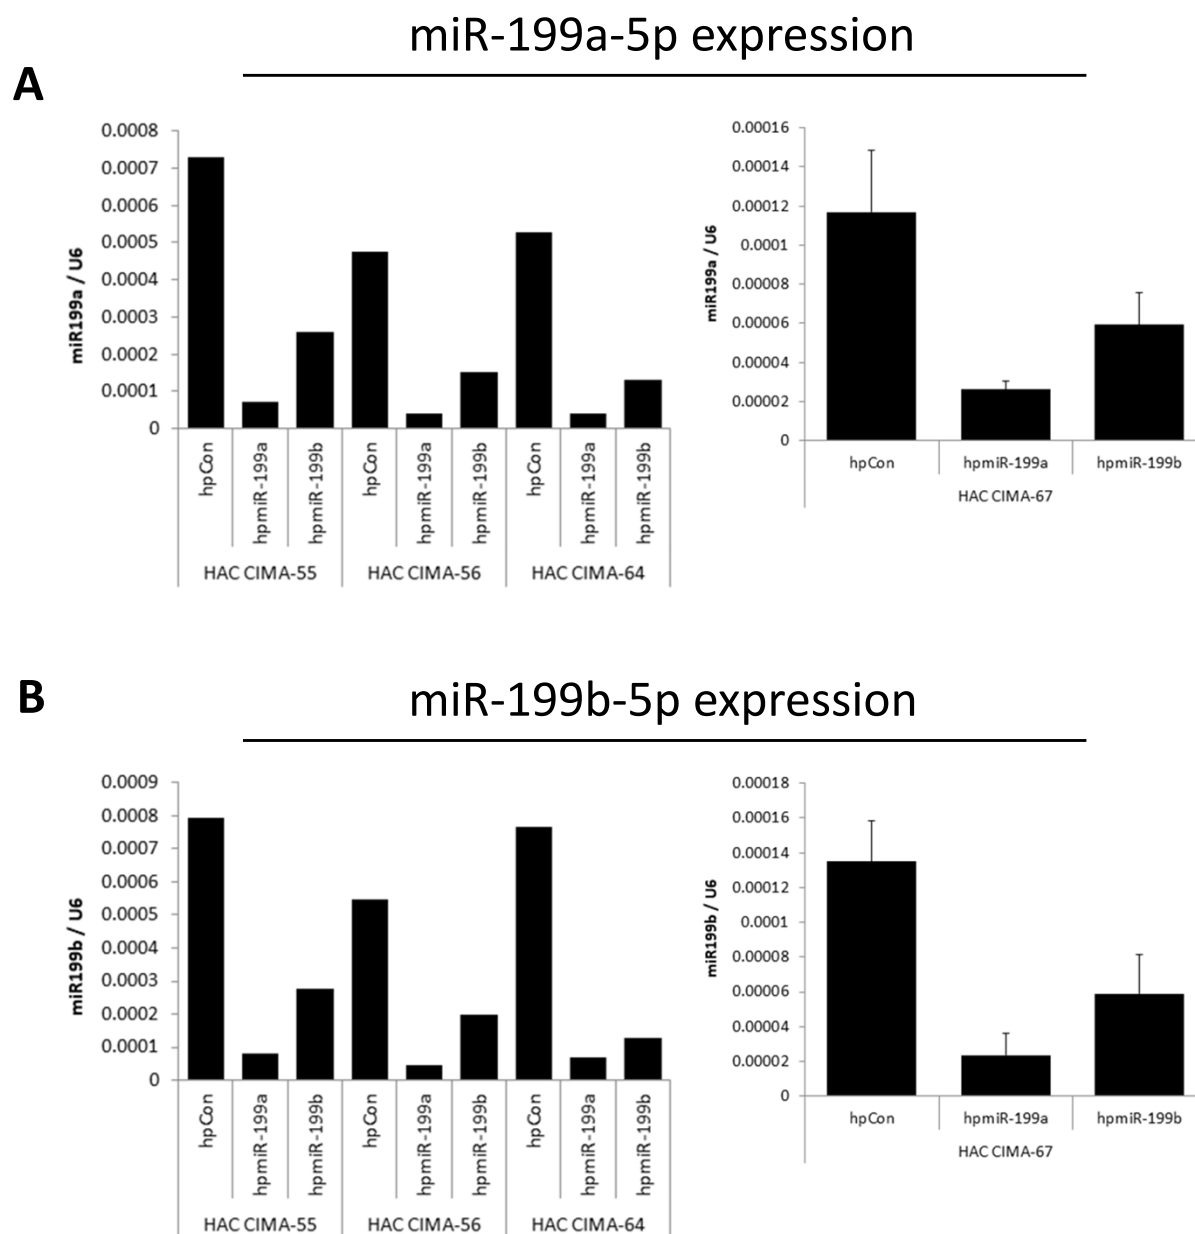

**Fig. S2. Confirmation of inhibition of miR-199a-5p or miR-199b-5p in primary human articular chondrocytes used for RNA-seq**

qRT-PCR measurement of miR-199a-5p (A) and miR-199b-3p (B) in four primary human articular chondrocyte donors (HAC), CIMA-55, -56, -64 and -67, following inhibition of the miRNA with the indicated control or targeting hairpin inhibitor. Note, the experiment for donor CIMA-67 was performed in triplicate. All data were normalised to the housekeeping short RNA U6. The hairpin inhibitors successfully inhibited the target miRNA but we were unable confirm isoform specificity. This could be because either the inhibitors of the RT-qPCR assays cannot distinguish between miR-199a or b-5p. CIMA refers to the anonymous patient study ID.

### **Table S1. Patient demographics for the HAC isolation**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S2. Oligonucleotide sequences**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S3. ACL gene expression data**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S4. ACL data GO term analysis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S5. ACL data comparison with SkeletalVis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S6. DMM gene expression data**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S7. DMM data GO term analysis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S8. ACL microRNA expression data**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S9. miR-199-5p inhibition in HAC gene expression data**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S10. miR-199-5p inhibition in HAC data GO term analysis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

### **Table S11. miR-199-5p inhibition in HAC data comparison with SkeletalVis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050583#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

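Cartilage RNA of the ACL rupture model was measured in 18 libraries of total RNA without ribosomal RNA, made by the authors from pooled knees of male C57Bl/6J mice. They comprise 6 naïve libraries, 3 injured and 3 contralateral libraries at day 1, and 3 injured and 3 contralateral libraries at day 7. The condition of each library was taken from its label. The numbers used here for replicates are the library numbers, which pair nothing, and the labels do not say which injured and contralateral libraries came from the same mice. No paired comparison was therefore made, and the paper's step of estimating the correlation between knees of the same mice could not be repeated. By Fig. S1 the 6 naïve libraries come from 6 mice whose left and right knees were pooled apart, so that they share mice too. The labels do not name the knee or the mice, and the SDs, FDRs and permutations treat all libraries as independent, which can overstate their precision.

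The authors trimmed the reads, pseudo-aligned them with Kallisto to the mouse transcriptome of GRCm38 and deposited its output per transcript, of which the estimated counts were used without further normalization by the authors. The TPM values and effective lengths of the same output, as deposited by the authors, scale each estimated count by transcript length and library total and were used only to compute an average transcript length per gene for 1 alternative. The paper summarised the transcripts to genes with Tximport, normalized with edgeR and tested with limma-voom.

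Each library held 137436 transcripts. They were matched, without the version of the identifier, to the GENCODE annotation of GRCm38, which gave a gene for 135107 of them (98.3%), and the 2329 others were left out. They held between 0.667% and 3.90% of the estimated counts of a library. The estimated counts were summed over 49184 genes and rounded. Totals of estimated counts per library ranged from 16074762 to 41794005, with a median of 25465706. A gene at or under 3 counts in every library of a group was taken as at the floor, and its fold change against that group is given as a lower bound. These limits cover counting error only.

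The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with a mean for each group and no covariates, after TMM normalization and edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an FDR of at most 0.05 and at least a 1.5-fold change. Standard errors were taken from the log2 fold change and its F statistic. The paper removed 1 ACL library for a low mapping rate and does not name it. Comparisons without the day 7 contralateral group were fitted on the 15 other libraries, which leaves 21129 genes, and comparisons with it on all 18, which leaves 21262 genes. The day 7 contralateral libraries were each left out in turn. The difference between the injury effects at day 7 and day 1 was tested as a contrast of the group means. CPM values of single genes were normalized over the 18 libraries, and those of the collagen, Mmp and Adamts genes and of the marker lists over the 15.

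The test was tried on counts simulated without any change and with 200 genes changed 3-fold. It called 187 of the 200 and 7 unchanged genes between day 7 injured and naïve libraries, 177 and 2 between day 7 injured and contralateral libraries, and 143 and 5 for the difference between the injury effects. Between day 1 injured and contralateral libraries, where nothing was changed, it called none. DESeq2 called 191 of the 200 and 22 unchanged genes, and limma-voom 180 and 5. For a list of 40 unchanged genes, the set tests gave p-values from 0.163 to 0.435.

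Principal components were computed from the variance-stabilized counts of DESeq2 1.42.0, centred and not scaled, and groups were compared by exact permutation of the libraries. Sets of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. The sets were the lists of the paper's Tables S4 and S7 that could be read in full, the genes called at day 7, and 15 lists of marker genes written for this re-analysis: erythroid, neutrophil and marrow myeloid, skeletal muscle, osteoblast and osteocyte, osteoclast, synovial fibroblast, macrophage, endothelial, adipocyte, B cell, chondrocyte, growth plate and hypertrophic chondrocyte, proliferation, immediate early and acute inflammation. Targets of miR-199a-5p were those of the TargetScan sheet of Table S9 with a mouse gene, and were compared by a 1-sided Fisher's exact test.

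Single genes are named by a rule: those that the paper names for the ACL libraries in its text or labels in Fig. 1B and 1E, the 19 targets raised by the inhibitor, collagen, Mmp and Adamts genes, Dnm3os, the first 10 genes of Table S6, and the 5 genes furthest up and down among those called with separate groups. Of the collagen, Mmp and Adamts genes a selection is named, and all that were tested are counted. This selection, genes named for a count of 5 or fewer, and markers of synovial tissue and inflammation named one by one, were chosen after their values were seen.

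The alternatives were size factors of DESeq2, the Wald test of DESeq2, limma-voom, an offset for the average transcript length, no filter on low counts, at least 10 counts in every library, robust estimation of the spread, 1 surrogate variable (sva 3.50.0), all 18 libraries, only the groups compared, an FDR limit alone, an FDR of at most 0.01, and each library left out in turn. Principal components were also computed from the 500 genes of highest variance and from log2 CPM, and the miR-199a-5p targets were also compared at a 1.5-fold limit and with all other genes tested. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). The results of some single genes and of 1 list of Table S4 are left out of the text. The DMM, small RNA and human chondrocyte experiments were not analysed, because their libraries are not among those at hand, and the paper's enrichment tests were not repeated, because its background and most of its Table S3 were not at hand.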

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

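The tests of the depth of naïve replicate 11 and of synovial tissue and acute inflammation in it, of low counts by level of the mean count, of marrow by the median of the non-coding genes, and of day 7 contralateral replicate 13 for the injury effects were chosen only after the result was seen. For the non-coding genes, the tests first planned had other outcomes and are given beside those that replaced them.

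Among the named genes, 93 groups of 6 naïve libraries were examined for a library far from the other 5, and 13 had one, where chance gives 4.6. Naïve replicate 11 was the library in 7 of the 13. Its values were 14.3 CPM for Cthrc1 (the other naïve libraries 5.18 to 7.32), 12.1 for Sfrp1 (4.80 to 6.26), 7.10 for Ptgs2 (1.35 to 2.76), 19.5 for Tnfaip6 (1.35 to 3.93), 27.1 for Mmp3 (1.97 to 9.47), 85.1 for Ece1 (57.7 to 67.1) and 55.0 for Col8a1 (26.1 to 35.4). Without this library, Mmp3 was called higher at day 7, with a log2 fold change of 2.88. The total of estimated counts, 22656875, lies within the range of the other naïve libraries (16074762 to 29407822), which argues against depth. Part of the day 7 response in this library is argued against by the genes higher at day 7, which lay 0.11 above the other naïve libraries on the log2 scale, no further than in naïve replicate 10 (also 0.11). A stress response during dissection was tested by the list of 9 immediate early genes alone. It lay 0.00875 above the others, and further up in naïve replicates 7, 10 and 8 (0.23, 0.19 and 0.11). A response in other genes is not excluded by this, so handling stays open. Tnfaip6 was also high in day 1 injured replicate 3 (36.5 CPM) and day 1 contralateral replicate 5 (34.5), against 2.18 to 4.06 in the other day 1 libraries. So were Ptgs2 and Mmp3, whereas Ece1 in replicate 3 (74.2) lay below day 1 injured replicate 6 (82.6). The skeletal muscle and adipocyte lists were lower in replicate 11, by −1.42 and −1.40. What also stays open is acute inflammation in this library. The 8 genes of that list left without Ptgs2 and Mmp3 lay 2.61 above the others, where the other naïve libraries lay between −0.87 and −0.14 (2.55 with all 10 genes). Timp1 was at 94.1 CPM against 11.9 or less, Ccl2 at 17.9 against 1.43 or less and Cxcl1 at 4.06 against 0.464 or less. Of the 10 genes, 7 were above 1 CPM in the naïve libraries on average, and the Table S4 and S7 lists that were read hold none of them. Synovial tissue cannot be told apart from this: the synovial fibroblast list lay 0.44 above the others, but Pi16, Dpp4 and Clic5 lay at −0.12, −0.24 and −1.59, and 3 genes of 1 library exclude nothing. By Fig. S1 the left and right knees of the naïve mice were pooled apart, but the labels do not say which library is which, so a difference between knees or pools was not tested.

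In the 6 other cases, naïve replicate 10 had 114 CPM for Loxl2 (the others 68.7 to 77.5), 111 for Igf1 (72.7 to 80.1) and 31.2 for Fyn (36.5 to 39.3). Naïve replicate 9 had 67.2 for Pth1r (42.6 to 49.5) and 0.933 for Gm9194 (27 counts), and naïve replicate 8 had 0.985 for Gm48552 (15 counts). Without replicate 9, Pth1r passed the fold limit at 0.68, and without replicate 8, Gm48552 was no longer called. No explanation was tested for these 6, and they exceed by little the number that chance gives among 93.

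The injury effect, injured against contralateral, differed between day 7 and day 1 for 852 genes by a test of the difference itself. Of these, 791 had a larger effect at day 7, and 756 of the 791 were called higher in day 7 injured against day 7 contralateral knees. Their median log2 fold change was 1.49 at day 7 and 0.21 at day 1, and both medians were the same with genes at the floor at their bound. Of 100 splits that regrouped the libraries, 4 gave as many genes, the real one included. Another share of marrow as the whole cause is argued against by the fit with the mean of the erythroid list as a covariate, in which 703 of the 852 genes (82.5%) were still called. Day 7 contralateral replicate 13 is argued against because the fit without it called more genes, 1061. The count was 405 without day 7 injured replicate 18, 469 without day 1 contralateral replicate 5 and 499 without day 1 injured replicate 2. The time after injury stays open as the difference the design names. So do the number of mice per pool, which by Fig. S1 differs between the days, and a change in the tissue dissected; neither was tested.

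Of the 1291 genes lower at day 7, 680 (52.7%) are not protein coding, against 94 of the 2207 higher genes (4.26%) and 5043 of the genes tested (23.9%). Over the alternatives in normalization, filter, tool and groups fitted, the share among the lower genes ranged from 42.9% (10 counts in every library) to 53.7% (robust estimation). The fits that each left out 1 library are not part of this range either. In 39 of the 680, every day 7 injured library was at the floor. Their median log2 fold change was −0.98, and −0.97 with those 39 at their bound. Over all non-coding genes tested it was −0.45, and over protein-coding genes 0.05. Low counts were first tested with protein-coding genes matched on mean count, of which 10.5% were called lower, against 13.5% of the non-coding genes, and this met what had been set for low counts. With all genes parted into 4 equal groups by mean count instead, low counts remain open in the lowest group, where 9.33% of the non-coding and 8.56% of the protein-coding genes were called lower. They are argued against in the next group, where the shares were 22.7% and 7.15%. A lower share of marrow was first tested by calls: with the erythroid covariate 123 of the 680 were still called (18.1%), which met what had been set for marrow, but the covariate also removed calls elsewhere, and left 145 of the 611 protein-coding lower genes (23.7%) and 1253 of the 2207 higher genes. The test by the median argues against marrow, since it stayed at −0.98 with the covariate (−0.983 against −0.975). Less unspliced RNA in the day 7 injured libraries stays open and may account for part of the pattern. Retained-intron transcripts took 2.03% to 2.13% of their counts, below every naïve library (2.56% to 3.70%; exact permutation test, p = 0.0119, the smallest that 3 against 6 allow) and every day 7 contralateral library (2.39% to 2.89%). Whether this reflects the injury or the handling of the samples was not tested.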

How the results depend on the processing

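The comparisons, the thresholds, the rule for naming genes and all the alternatives below were set before the data were examined. Counts are called the same below when they stay within 1.5 times the main count. Where a value changed, the cause was not tested, unless stated.

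The number of genes higher at day 7 against naïve mice (2207) stayed between 1788 and 2381 except without the fold limit (3960), and from 1836 to 2292 across the 9 fits that each left out 1 library. The number lower (1291) was 2331 without the fold limit and 472 at an FDR of at most 0.01, and otherwise between 925 (limma-voom) and 1351. It ranged from 797 (without day 7 injured replicate 18) to 1425 (without naïve replicate 8) when 1 library was left out. The changes with the thresholds follow from their construction. With limma-voom, 2174 of the 2207 higher and 887 of the 1291 lower genes were called. Of the 84 splits of the 9 libraries into 3 and 6, only the real one gave as many higher genes, and the same held for lower genes.

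Against day 7 contralateral knees, the number of higher genes (1984) stayed the same under every alternative tried (1552 to 2650), and from 1506 to 2029 with 1 library left out. The number lower (686) was 452 with limma-voom, 279 with only the groups compared, which leaves fewer libraries and 18166 genes, 1310 without the fold limit and 251 at an FDR of at most 0.01. It ranged from 281 (without day 7 injured replicate 18) to 1058 (without day 7 contralateral replicate 15). Of the 10 splits of these 6 libraries, only the real one gave as many higher genes, or as many lower genes, and 10 splits cannot give a share under 0.1.

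No gene was called between day 1 injured and naïve libraries except by the Wald test of DESeq2 (15), which in simulated counts also called the most unchanged genes (22). At an unadjusted p of 0.05 there were 958, with 1595 without day 1 injured replicate 3 and 511 without replicate 6, and 38 of 84 splits gave as many. Between day 1 contralateral and naïve libraries, DESeq2 called 2 (Gm16299 and Gm47893) and the other alternatives none, with 554 at an unadjusted p of 0.05, and 69 of 84 splits gave as many. Between day 1 injured and contralateral libraries no alternative called a gene, with 1383 at an unadjusted p of 0.05, 2609 without injured replicate 3 and 530 without replicate 6. Of the 10 splits, 4 gave as many. Between day 7 contralateral and naïve libraries DESeq2 called 31 and the other alternatives none, with 3220 at an unadjusted p of 0.05, 1201 without contralateral replicate 13, and 3 of 84 splits gave as many.

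Between injured knees at day 7 and day 1, 3257 genes were called, 5159 without the fold limit and 1895 at an FDR of at most 0.01. Under the other alternatives the count was the same, from 2476 to 2902 with 1 library left out, and 1 of the 10 splits, the real one, gave as many. The 852 genes whose injury effect differed became 1286 with DESeq2, 545 with the length offset, 542 with only the groups compared and 344 at an FDR of at most 0.01, and from 405 (without day 7 injured replicate 18) to 1061 (without day 7 contralateral replicate 13).

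The 4 lists chosen on DMM animals kept their direction and their call under every alternative tried. With 1 library left out, their means ranged from 1.71 to 1.87 (collagen fibril organization), 1.33 to 1.53 (chondrocyte differentiation), 1.06 to 1.21 (BMP signaling) and 1.51 to 1.68 (mechanical stimulus). For each, 1 of 84 splits, the real one, gave a mean as far from 0. The number of miR-199a-5p targets higher at day 7 (6) was 3 to 7, and 5 or 6 with 1 library left out. Only the real split of 84 gave as many, which shows that they differ between the groups and not that they do so more than other targets. The share of the first principal component was 25.6% to 42.7%, and 32.5% to 40.4% with 1 day 7 contralateral library left out.

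Of 103 genes, 58 of the calls under single alternatives were weaker and 34 stronger, and 39 values had the opposite sign. Apart from Clic5 (−0.25), the genes concerned had main values between −0.04 (Uhmk1) and 0.05 (Gpr89). With at least 10 counts in every library, Apmap was −0.0480, Celsr1 −0.0609, Taf9b −0.0243, Gpr89 −0.0110 and Mmp9 −0.0466. With all 18 libraries, Apmap (−0.00313), Celsr1 (−0.0132) and Mmp9 (−0.00136) were below 0, and with only the groups compared Apmap (−0.00530), Celsr1 (−0.0167) and Mmp9 (−0.00388). Celsr1 was also below 0 with size factors (−0.00666), DESeq2 (−0.00902), limma-voom (−0.00639) and no filter (−0.00802). With 1 surrogate variable, Taf9b was −0.0482, Col10a1 0.18 and Clic5 0.70. With the length offset, Gpr89 was −0.13 and Col10a1 0.000887, and with limma-voom Col10a1 was 0.0669. With 1 library left out, Apmap ranged from −0.10 to 0.12, Celsr1 from −0.0769 to 0.0920, Taf9b from −0.13 to 0.20, Uhmk1 from −0.0724 to 0.0219, Col10a1 from −0.13 to 0.21 and Mmp9 from −0.0621 to 0.0714.

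Calls lost when 1 library was left out include those of Cfd and Mst1 (without day 7 injured replicate 18, at −1.36 and −0.72), Crp (without replicate 16 or 18, at −0.69 and −1.17), Ghrl (without replicate 16, at −0.80) and Tnfaip6 (without replicate 18, at 2.95). The depth limits genes at low counts: in naïve replicate 8, with the fewest estimated counts, 17233 genes had at least 10 counts.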

Differences from the paper's values

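The number of genes lower in day 7 injured than in naïve libraries was 1291 against the paper's 774. Of the alternatives set before the data were examined, limma-voom (925), the length offset (1122), no filter (1154), at least 10 counts in every library (1096) and the fits without naïve replicate 7 (1015) or 9 (1120) or without day 7 injured replicate 16 (1020), 17 (885) or 18 (797) came within 1.5 times the paper's count. Size factors (1351), DESeq2 (1309), robust estimation (1244), 1 surrogate variable (1204), all 18 libraries (1184), only the groups compared (1279), an FDR limit alone (2331), an FDR of at most 0.01 (472) and the fits without naïve replicate 8 (1425), 10 (1186), 11 (1318) or 12 (1253) did not.

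The second principal component held 19.8% of the variance against about 10% in Fig. 1A, read by eye. The figure shows 17 libraries, with 2 of the 3 from day 7 contralateral knees, and does not name the missing one. Without day 7 contralateral replicate 13 the component held 12.5%. The 500 genes of highest variance (15.3%), log2 CPM (19.1%) and leaving out day 7 contralateral replicate 14 (20.6%) or 15 (20.3%) did not close the gap.

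Between day 7 injured and naïve libraries, the log2 fold change of Ralgapa2 was −0.53 against the paper's −0.75, and −0.74 with the length offset, the only alternative that closed the gap. That of Fzd6 was 2.01 against the paper's 1.63, Vps26a 0.15 against the paper's 0.44 and Gpr89 0.0532 against the paper's −0.14. For these 3 genes too, the length offset alone closed the gap, at 1.63, 0.46 and −0.13. Sos2 was −0.22 against the paper's −0.35. The length offset closed the gap (−0.35). With at least 10 counts in every library (−0.29), the change lay within 0.11 of the paper's value, the SD between replicates. So it did without naïve replicate 11 (−0.26) or day 7 injured replicate 17 (−0.25), and the other alternatives lay further off. All but the length offset stayed closer to the main value than to the paper's.

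Against day 7 contralateral knees, Adamts7 changed by 1.25 against the paper's 1.68, and none of the alternatives closed the gap. Mest changed by 4.91 against the paper's 4.39. The SD between replicates was 0.433. With the length offset (4.24) or 1 surrogate variable (4.80), the change lay within that distance of the paper's value. So it did without day 7 contralateral replicate 13 (4.81) or day 7 injured replicate 18 (4.72), and the other alternatives lay further off. All but the length offset stayed closer to the main value than to the paper's.

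Genes that the paper labels as changed and that were not called here include the following. Xlr3a (−1.02, FDR 0.130) was called with the length offset (−2.12) and without day 7 injured replicate 18 (−1.86), and its FDRs over the alternatives ranged from 0.0138 to 0.362. Ralgapa2 (−0.53), under the fold limit, was called with the length offset, with at least 10 counts in every library (−0.59) and by an FDR limit alone. Mmp3 (2.00, FDR 0.0779) was called with limma-voom (2.64), with only the groups compared (1.99) and without naïve replicate 11 (2.88), with FDRs from 0.00969 to 0.164 over the alternatives. Esrrg (FDR 0.153) was called with the length offset (−1.35).

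The paper ties the response to endoplasmic reticulum stress to the genes that fell, whereas 46 of the 59 genes of its list tested here lay above 0, with a mean of 0.25. In the part of the paper's Table S3 at hand, which holds 1999 of its 22228 genes, 17 of 18 genes of the list are above 0 in the paper's own values, the highest at 0.58. For the other lists of the lower genes, 37 of 63 (localization), 43 of 66 (vesicle-mediated transport) and 33 of 66 (catabolic process) of the genes that could be read were above 0. By the paper's table, the first of these lists holds 808 genes, more than the 774 it counts as lower.

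The paper finds that the predicted targets raised by the miR-199a-5p inhibitor include more genes raised after ACL rupture than chance gives. Here 6 of 19 were, against 128 of 398 others (Fisher's exact test, p = 0.609). With the paper's own mouse values of Table S9, a comparison chosen after seeing the data, 8 of 19 were, against 103 of 399 (Fisher's exact test, p = 0.0991). Only the TargetScan targets were compared here. The paper also names further targets from mirDIP and does not say which set its finding refers to, so the sets compared are not known to be the same.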

Other observations

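The tests of whether part of the day 7 response is under way at day 1, of marrow by the erythroid list against other lists, of synovial tissue at day 7 and of the list for endoplasmic reticulum stress were chosen only after the result was seen.

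The 2207 genes higher at day 7 were examined at day 1. Against day 1 contralateral knees, their mean log2 fold change in day 1 injured knees was 0.25 (median 0.23; also 0.25 with genes at the floor at their bound), with 1959 of the 2207 above 0. Camera gave an FDR of 9.21e-34, and the call held with the estimated correlation and under fry. Only the real split of the 10 gave a mean as far from 0, which cannot give a share under 0.1. The mean ranged from 0.20 to 0.36 with 1 library left out and from 0.15 to 0.27 under the other alternatives, with p-values of at most 0.0219. Several explanations cannot be told apart. For variation between uninjured libraries, 0 of the 10 splits of the naïve libraries gave a mean as far from 0, but the furthest reached 0.16, and camera passed an unadjusted p of 0.05 in 5 of the 10, so that this test cannot decide. With the erythroid list as a covariate for another share of marrow, the mean was 0.13, with 1657 genes above 0, camera p = 3.75e-13, but 0.0823 with the estimated correlation and 0.206 under fry. A part of the day 7 response that is under way at day 1 may contribute. Against naïve mice the mean of the same genes was 0.13, with 1752 above 0, a change that did not hold with the estimated correlation (0.254) or under fry (0.344). In day 1 contralateral knees they lay −0.12 from naïve mice. Against this control, which the labels place at day 7, the difference between the knees comes from both sides.

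The log2 fold changes of day 7 injured knees against naïve mice and against contralateral knees share the 3 injured libraries. In 20 simulations without any change, the correlation reached at most 0.607 (Spearman's rho 0.551), with at most 70.2% of genes of the same sign. The observed 0.803 (rho 0.736, 78.0% of the same sign) lies above these, which argues against the shared libraries as the whole cause.

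Day 7 contralateral replicate 13 had the fewest genes with at least 10 counts. When its 10 most abundant genes were left out and all libraries were thinned to the same total, it had 16385, above the day 7 injured libraries (16318 to 16355) but below all other libraries. The other day 7 contralateral libraries had 16956 and 16959, against 18509 and 19540 before thinning, where replicate 13 had 16339. A few genes taking most of the counts may account, with depth, for part of the low number, and what remains within its group stays open. No biological explanation was tested.

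The 15 marker lists were compared between day 7 injured and naïve libraries. All genes of each list were above 1 CPM in the naïve libraries, except 3 of the 10 for acute inflammation, and no gene is in another list. The Table S4 and S7 lists that were read also hold 5 chondrocyte, 2 growth plate, 2 endothelial, 1 osteoblast, 1 synovial and 1 immediate early gene. By camera at the preset correlation, FDRs were under 0.05 for 7 lists. These were erythroid (mean log2 fold change −0.62, standard error over genes 0.0222), adipocyte (−1.51, standard error 0.212), proliferation (−0.28, standard error 0.0349), endothelial (0.52, standard error 0.171), chondrocyte (0.61, standard error 0.202), immediate early (0.74, standard error 0.185), synovial fibroblast (0.84, standard error 0.318), all of which also held under fry, and none with the estimated correlation. Of the other lists, growth plate (0.49, standard error 0.130), osteoclast (0.52, standard error 0.148) and macrophage (0.31, standard error 0.0724) passed under fry alone. Their FDRs by fry were 0.0132, 0.0212 and 0.0234. The lists that passed under no test were neutrophil and marrow myeloid (−0.41, standard error 0.0600), B cell (−0.37) and skeletal muscle (−0.84, standard error 0.0899). So were osteoblast and osteocyte (−0.15, standard error 0.176) and acute inflammation (1.04, standard error 0.401). In the acute inflammation list, naïve replicate 11 lay 2.55 above the other naïve libraries on the log2 scale. For every gene of this list but Il1b, the day 7 injured mean lay above the highest of the other naïve libraries (67.2 against 11.9 CPM for Timp1). The list was not tested without replicate 11, so its outcome does not show an absence of inflammation at day 7.

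Of lists other than the erythroid list, genes called were S100a8 and S100a9 (myeloid, lower), Ms4a1 (B cell, lower), Cfd, Retn, Lep, Cidec and Car3 (adipocyte, lower), Sost (lower) and Ibsp (higher) of the osteoblast list, Ctsk (osteoclast), Thy1, Cd34 and Has1 (synovial), Pecam1, Cdh5, Emcn and Tie1 (endothelial), Acan, Col11a1, Comp, Sox9 and Prelp (chondrocyte, higher) and Chad (lower), Mmp13 and Panx3 (growth plate), Fosb, Jun, Atf3 and Nr4a1 (immediate early) and Ptgs2 (acute inflammation). Adjusted over the list alone at an FDR of at most 0.05, all 7 erythroid, 6 proliferation and 6 adipocyte genes were lower, as were S100a8, Sost, Vwf, Ms4a1 and Chad. Higher were 6 endothelial genes, 4 osteoclast genes (Acp5, Ctsk, Atp6v0d2 and Oscar), 4 growth plate genes (Mmp13, Pth1r, Spp1 and Panx3), 3 macrophage genes (Adgre1, Csf1r and C1qb), Dusp1 beside the 4 immediate early genes called, Ibsp, Ptgs2, and the genes called of the synovial and chondrocyte lists.

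A lower share of marrow at day 7 would lower its lists alike. The erythroid list fell further than the myeloid list, by a difference of −0.21 (standard error 0.0640), and than the B cell list, by −0.26 (standard error 0.0967), which argues against marrow as the whole cause and leaves a change in erythroid cells open. More synovial tissue at day 7 cannot be told apart from a change in the cartilage: of the 8 genes of the list, 3 (Pi16, Dpp4 and Clic5) were within 1.5-fold of naïve mice, but synovial tissue may itself change after injury. The call of Has1 was lost in every fit without 1 library except that without naïve replicate 11, and Pdpn was called without naïve replicate 11, at 2.50.

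For the list of endoplasmic reticulum stress, 45 genes were higher at an FDR of at most 0.05, and 5 of the 45 (11.1%; Erlec1, Pik3r2, Selenok, Tmtc3 and Ube2g2) passed 1.5-fold, against 2202 of 3915 other genes (56.2%; Fisher's exact test, p = 5.28e-10). A candidate explanation for the direction of the list is that it holds genes of either sign below the fold limit for higher genes.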
